# Deletion of the Wilms’ Tumor Suppressor Gene in the Cardiac Troponin-T Lineage Reveals Novel Functions of WT1 in Heart Development

**DOI:** 10.3389/fcell.2021.683861

**Published:** 2021-07-22

**Authors:** Sandra Díaz del Moral, Silvia Barrena, Francisco Hernández-Torres, Amelia Aránega, José Manuel Villaescusa, Juan José Gómez Doblas, Diego Franco, Manuel Jiménez-Navarro, Ramón Muñoz-Chápuli, Rita Carmona

**Keywords:** Wilms’ tumor suppressor gene, cardiomyocytes, cardiac development, calcium homeostasis, potassium channels

## Abstract

Expression of Wilms’ tumor suppressor transcription factor (WT1) in the embryonic epicardium is essential for cardiac development, but its myocardial expression is little known. We have found that WT1 is expressed at low levels in 20–25% of the embryonic cardiomyocytes. Conditional ablation of WT1 using a cardiac troponin T driver (Tnnt2^*Cre*^) caused abnormal sinus venosus and atrium development, lack of pectinate muscles, thin ventricular myocardium and, in some cases, interventricular septum and cardiac wall defects, ventricular diverticula and aneurisms. Coronary development was normal and there was not embryonic lethality, although survival of adult mutant mice was reduced probably due to perinatal mortality. Adult mutant mice showed electrocardiographic anomalies, including increased RR and QRS intervals, and decreased PR intervals. RNASeq analysis identified differential expression of 137 genes in the E13.5 mutant heart as compared to controls. GO functional enrichment analysis suggested that both calcium ion regulation and modulation of potassium channels are deeply altered in the mutant myocardium. In summary, together with its essential function in the embryonic epicardium, myocardial WT1 expression is also required for normal cardiac development.

## Introduction

The Wilms tumor suppressor gene (*Wt1*) encodes a C2H2-type zinc-finger transcription factor that appears in mammals under different isoforms, participating in transcriptional regulation, RNA metabolism and protein-protein interactions. WT1 is involved in the development of a number of organs, including kidneys and gonads, spleen, adrenals, liver and diaphragm (Hastie, 2017). Systemic loss of function of WT1 in mice causes embryonic lethality at midgestation, a lethality attributed to defects in cardiac development (Martínez-Estrada et al., 2010; Cano et al., 2016). WT1 is highly expressed in the embryonic epicardium where it regulates a process of epicardial-mesenchymal transformation and the development of the epicardial-derived cells that contribute with fibroblasts and smooth muscle to the cardiac connective and vascular tissues (Martínez-Estrada et al., 2010; Von Gise et al., 2011). Furthermore, the epicardium is a source of signals for myocardial proliferation and the development of the compact ventricular wall. The phenotype of WT1 loss of function in mice involves thinning of the myocardial walls associated to a defective coronary development, the most probable cause of the embryonic death (Lavine et al., 2005; Vega-Hernández et al., 2011).

The cardiac phenotype of WT1 loss of function had hitherto been exclusively related with its prominent epicardial expression. However, we have collected experimental evidence suggesting that WT1 is also expressed at lower levels in a fraction of the embryonic cardiomyocytes. This myocardial expression of WT1 is hitherto poorly known, and mentioned just in a few papers (Villa del Campo et al., 2016; Van Eif et al., 2020; Wagner et al., 2021). Rudat and Kispert (2012) did not exclude a weak myocardial expression of WT1 at E9.5 using the Wt1^TM 1(*EGFP/cre*)*Wtp*^ driver. Velecela et al. (2019) described a population of cells in the embryonic heart expressing low levels of the reporter GFP in a *Wt1*^*GFP*^ knockin mouse model. This population expressed a number of myocardial genes but the authors conclude that further research was needed in order to characterize the nature of this population of cells presumably expressing WT1. A better characterization of this presumptive myocardial expression of WT1 is also relevant since a lineage of cardiomyocytes derived from WT1-expressing cells was considered as arising from epicardial progenitors (Zhou et al., 2008), giving rise to a controversy about the myocardiogenic potential of epicardial-derived cells (Cai et al., 2008; Rudat and Kispert, 2012).

The aim of this report is to study in depth the myocardial expression of WT1 and to investigate if conditional deletion of WT1 in embryonic cardiomyocytes causes alterations in cardiac development, anomalies that could have been hitherto masked in previous descriptions of systemic or epicardial-specific loss of function.

## Materials and Methods

### Animal Models

The animals used in our research program were handled in compliance with the institutional and European Union guidelines (Directive 2010/63/EU of the European Parliament) for animal care and welfare. The procedures used in this study were approved by the Committee on Ethics of Animal Experiments of the University of Málaga (procedure code 2018-0018). According to these procedures, the mice were euthanized by cervical dislocation. For electrocardiography, animals were anesthetized with Ketamine, 64 μg/g body weight and Xylazine 10 μg/g in PBS (i.p.). For cardiac MRI, animals were anesthetized with a 1% isoflurane in medical air at a flow rate of 1 L/min in an induction chamber and then transferred to the MRI cradle. Respiratory rate was monitored throughout the MRI experiment and the anesthesia flow was readjusted when needed to maintain a rate of 60 ± 10 bpm.

The WT1^*GFP*^ knockin line (Hosen et al., 2007) in which the exon 1 of a *Wt1* allele has been replaced by the GFP sequence was used as a reporter for active WT1 transcription. The Tg(WT1-cre)#Jbeb mouse line (WT1^*Cre*^ from now on) has been used in previous studies to trace the WT1-expressing cell lineage or to delete specific genes in WT1-expressing cells (Del Monte et al., 2011; Wessels et al., 2012; Cano et al., 2013, 2016; Casanova et al., 2013). The generation of G2-GATA4^*Cre*^ line has been described elsewhere (Rojas et al., 2005). This driver allows conditional deletion of genes in the lateral mesoderm including proepicardium and epicardium (Cano et al., 2016). For cardiac troponin T (Tnnt2 from now on) lineage tracing and conditional deletion of WT1 in cardiomyocytes, we have used the Tg(Tnnt2-cre)5Blh mouse strain. The Tnnt2 promoter drives early expression of Cre recombinase in the cardiomyocyte lineage beginning at E7.5 (Jiao et al., 2003). We have also described the activation of this driver and its recombination in a fraction of the proepicardial cells (Carmona et al., 2020) as described below. Crossing this strain with the *Wt1*^*LoxP*^ mice [described in Martínez-Estrada et al. (2010)] causes WT1 deletion in the Tnnt2-expressing cell lineage. In the context of this paper, we will call “mutant” to all the mice with a Tnnt2^*Cre/+*^;W1^*flox/flox*^ genotype.

For lineage tracing studies, the murine lines carrying the WT1^*Cre*^ and the Tnnt2^*Cre*^ drivers were crossed with homozygote Rosa26EYFP [B6.129 × 1-Gt(ROSA)26^*Sortm*1(*EYFP*)*Cos/J*^] mice (Srinivas et al., 2001) to generate permanent reporter expression in the lineages of WT1 and Tnnt2-expressing cells.

Embryos were staged from the time point of vaginal plug observation, which was designated as the stage E0.5. Whole embryos were excised from uterus, washed in PBS and dissected to obtain the hearts or fixed in 4% fresh paraformaldehyde solution in PBS for 2–8 h. Fixed embryos were paraffin-embedded or washed in PBS. Adult hearts were fixed for 4–6 h following the same procedure.

### Analytical Flow Cytometry

For flow cytometry analysis, dissected hearts were dissociated for 20 min at 37°C in pre-warmed 0.1% collagenase (C9407, Sigma) solution in PBS and homogenized by repeated pipetting. Cell suspensions were washed in cytometry buffer (PBS plus 2% fetal bovine serum and 10 mM HEPES) and filtered through a 70 μm nylon mesh. Then, cells were incubated on ice in the dark with the fluorochrome-conjugated antibodies. DAPI staining showed that less than 10% of the cells were damaged.

Cardiomyocytes of E10.5–E15.5 embryos were identified by VCAM-1 immunostaining, since this cell adhesion molecule is only expressed by the myocardium in early developmental stages (Pontén et al., 2013, see also Supplementary Figure 1). Cardiomyocytes from E15.5–E17.5 embryos were identified using a mitochondrial staining reagent (Mitotracker Deep Red, Invitrogen, M22426) (Hattori et al., 2010). We incubated the cell suspension in the Mitotracker solution (100 nM in cytometry buffer) at 37°C for 30 min.

Cells were analyzed in a FACS Verse flow cytometer. Data were analyzed with Kaluza Analysis software (version 2.1) and displayed on tables as mean ± standard error of mean. Negative controls (Cre-negative littermates) and isotypic antibodies allowed setting of the gates.

Details of the antibodies used for flow cytometry are provided in Supplementary Table 1.

### Cell Culture

Hearts from E10.5 wildtype embryos were dissected and minced in sterile Ca^2+^ and Mg^2+^-free PBS with 20 mM of 2,3-butanedione 2-monoxime (2,3-BDM; Sigma #B0753). Then, the fragments were digested in Medium 199 with 20 mM of BDM and 0.2 mg/mL trypsin for 5 min at 37°C. The cell suspension was washed with high glucose DMEM:M199 (0.7:0.3), plus 10% horse serum, 0.5% FBS and penicillin/streptomycin. The cells were cultured with 5% CO_2_ for 48 h, and were then fixed in 4% paraformaldehyde for 10 min and processed for immunofluorescence.

### Immunofluorescence and Confocal Microscopy

Deparaffinized sections or fixed cultured cells were washed in Tris-PBS (TPBS) and blocked for non-specific binding with SBT (16% sheep serum, 1% bovine albumin, and 0.1% Triton X-100 in TPBS). When biotinylated secondary antibodies were used, endogenous biotin was blocked with the Avidin-Biotin blocking kit from Vector. Single immunofluorescence was performed incubating the sections with the primary antibody overnight at 4°C, washing in TPBS and incubating with the corresponding fluorochrome-conjugated secondary antibody for 1 h at room temperature. Double immunofluorescence was performed by mixing both primary antibodies (rabbit polyclonal and mouse/rat monoclonal), and incubating overnight at 4°C. We then used a biotin-conjugated secondary antibody, followed by 45 min incubation with Cy5-conjugated streptavidin. Nuclei were counterstained with DAPI (Sigma, D9542). Sections were mounted in PBS:Glycerol 1:1.

Details of the antibodies used for immunofluorescence are provided in Supplementary Table 1.

### Analysis of Trabeculation and Proliferation

Histological sections of E13.5 mutant and control hearts were used to assess the rate of proliferation and the relative thickness of the compact and the trabeculated ventricular layers. For cell proliferation, pregnant females were intraperitoneally injected with 3 mg of BrdU (B5002, Sigma) diluted in 300 μL of PBS. Two hours after the injection the mice were euthanized and the embryos were processed for BrdU immunofluorescence as described above. Confocal images were analyzed by counting the number of BrdU+ cells in the section and measuring the total area of the nuclei stained with DAPI (1/1000) using ImageJ software. The mean area of the nuclei was estimated, and the total number of nuclei in the section was estimated dividing the total DAPI stained area by the mean area of the nuclei. Percentages of BrdU+ nuclei were calculated for each tissue section. We analyzed 29 sections of six wildtype and 15 sections of three mutant embryos.

The degree of ventricular compaction was estimated by dividing the thickness of the compact layer by the total thickness of the cardiac wall (compact plus trabeculated), in the midpoint between the base and the apex of the ventricle. We analyzed 40 histological sections from 12 control and 18 mutant E13.5 embryos, and 5 control and 5 mutant E15.5 embryos.

### ECG and MRI

Electrocardiograms were obtained from anesthetized mice using the data acquisition system BioAmp PowerLab 8/35 (ADInstruments). Negative and positive electrodes were placed in the upper right and lower left limbs, respectively, and the neutral pole was placed in the lower right limb. We analyzed a section of the ECG (about 1 min) using the ECG module of the LabChart 8.0 software and the preset mouse settings.

MRI experiments were carried on a Bruker BioSpec MRI system (Bruker BioSpec, Bruker BioSpin, Ettlingen, Germany) equipped with 400 mT m-1 field gradients and a 40 mm quadrature bird-cage resonator. Cine short-axis (SAX) and long-axis (LAX) were acquired using a retrospective self-gated FLASH sequences (IntraGate, Bruker BioSpin MRI, Ettlingen, Germany). The acquisition parameters were as follows: α = 20°, TE = 2.88 ms, TR = 8.5 ms, FOV = 11 × 22 mm, matrix size = 192 × 384, movie frames = 16, number of slices = 1, and slice thickness = 0.8.

### qPCR

Total RNA was extracted from whole hearts of Tnnt2^*Cre+/–*^; Wt1^*flox/flox*^ (mutant) and Tnnt2^*Cre–/–*^; Wt1^*flox/flox*^ (control) E13.5 embryos using NucleoSpin RNA XS (Macherey Nagel) according to the manufacturer’s instructions and quantified by a Nanodrop ND-1000 Spectrophotometer. Real time PCR experiments were performed with 20 ng of cDNA, SsoFast EvaGreen-mix (Bio-Rad, Hercules. CA, United States) and corresponding primer sets. qPCRs were performed using a LightCycler^®^ 96 thermocycler (Roche). Gapdh and β-actin were used as internal controls. Analysis of relative gene expression data was performed using the 2^–ΔΔ*C*^*^*T*^* method (Livak and Schmittgen, 2001). Each PCR reaction was carried out in triplicate and repeated in at least three distinct biological samples (a whole E13.5 heart for sample) to obtain representative means. Sequences of the primers used for qPCR are provided in Supplementary Table 2.

### RNASeq

RNA-Seq analysis was performed on three wildtype (Tnnt2^*Cre–/–*^; Wt1^*flox/flox*)^ and three mutant E13.5 embryos. Total RNA from each heart was extracted by using RNAqueous^TM^-Micro Total RNA Isolation Kit (Ambion, AM1931) following manufacturer’s instructions. Transcriptome analysis of total RNA was performed by Novogene^1^. Only RNA samples with RNA integrity number (RIN) higher than 8.5 were selected for libraries preparation. 200 ng of total RNA was subsequently used to prepare RNA-Seq library by using TruSeq RNA sample prep kit (Illumina) according to manufacturer’s instructions. Paired-end (2 × 150) RNA sequencing was performed on Illumina NovaSeq 6000 platform (Illumina).

For trimming and alignment of raw data, fastq sequences reads were uploaded to the European version of Galaxy platform (Afgan et al., 2016). Reads were trimmed with Trim Galore software (Galaxy Version 0.4.3.1) and aligned to the built-in mouse reference genome mm10 with RNA STAR Gapped-read mapper for RNA-seq data (Galaxy Version 2.6.0b-2) (Dobin et al., 2013).

For gene expression analysis, bam files were downloaded from Galaxy server and analyzed with different RStudio version 1.1463, R version 3.4.4 packages downloaded from Bioconductor website^2^. Reads were assigned to genes by using “featureCounts” function from package “Rsubread” (Liao et al., 2019) version 1.28.1 and mouse annotation file release M19, GRCm38.p6. Uniquely, mapped reads were used to calculate gene expression. Differential gene expression analysis was performed through package “DESeq2” version 1.26.0 (Love et al., 2014). All gene comparison with padj <0.05 (Benjamini & Hochberg test) were considered differentially expressed among experimental conditions. GO Functional Enrichment Analysis was performed through Over Representation Analysis (ORA) Method (Boyle et al., 2004) by using “clusterProfiler” v.3.6.0. package (Yu et al., 2012). Gene sets with *p*-value < 0.05 were considered over-represented among experimental conditions.

### Statistics

Statistical comparison of means was performed using two-tailed Student’s *t*–test when the data were normally distributed (Kolmogorov-Smirnov test). Mann-Whitney *U*-test was used when data differed significantly from a normal distribution. A Chi-square test was used for comparison between observed and expected frequencies of mutants. We considered *p* < 0.05 as the criterion for statistical significance.

## Results

### WT1 Is Expressed in a Fraction of Cardiomyocytes During Development

The *Wt1*^*GFP*^ knockin mouse model (heterozygote, GFP/ + embryos) allowed us to report activation of the *Wt1* locus. Using analytical flow cytometry we have found that a fraction of the non-endothelial cells of the developing heart shows some degree of GFP expression (Figure 1). Epicardial cells can be easily recognized by their strong GFP expression (Velecela et al., 2019). Myocardial cells of the early developmental stages can be safely identified by VCAM immunoreactivity, absent in endocardial and epicardial cells (Pontén et al., 2013, see also Supplementary Figure 1). A fraction of the VCAM+ cardiomyocytes (about 13% of the non-endothelial cells) express low levels of GFP at E10.5 (Table 1). This percentage decreases at E14.5–E15.5 (Figure 1A and Table 1). As the myocardium reduces its GFP expression, a population of epicardial-derived mesenchymal cells (EPDC) appears and progressively acquires VCAM immunoreactivity (Figure 1A and Supplementary Figure 2). Due to this emerging VCAM expression in non-myocardial cells, we identified cardiomyocytes at late stages by their mitochondrial content (Mitotracker staining, Hattori et al., 2010) and we confirmed the decrease in the myocardial expression of WT1. Only a small fraction of Mitotracker-positive cardiomyocytes (2% in the ventricles, 4% in the atria) showed activation of the WT1 reporter at E17.5 (Figure 1B and Table 1).

**FIGURE 1:**
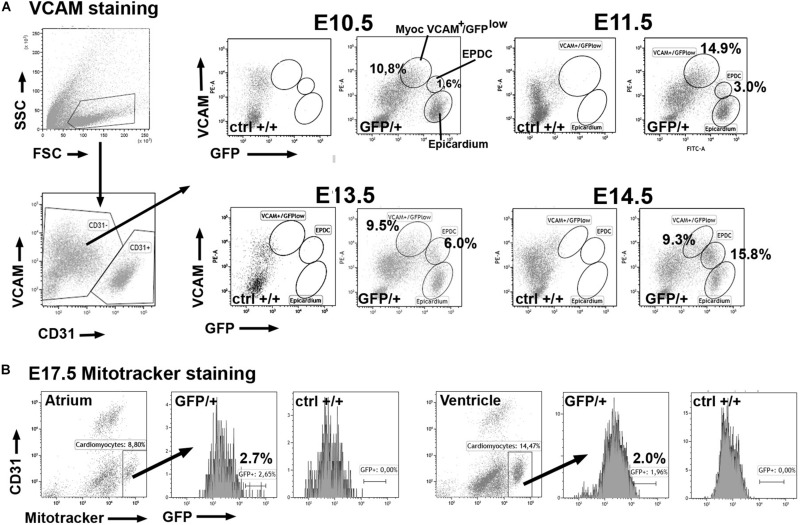
Expression of the GFP reporter in cardiomyocytes of the WT1^*GFP/+*^ knockin line (GFP/ + = heterozygous embryos; ctrl + / + = homozygous negative controls). Representative cytograms obtained from the analysis of 29 embryos. **(A)** Cardiomyocytes can be identified as VCAM+ /CD31- cells in the earliest stages of cardiac development. A fraction of these cardiomyocytes expresses the GFP reporter (top row) at lower levels than epicardial cells. In stages E13.5–E15.5 the reporter expression decreases in the VCAM + population. Note the increasing population of VCAM + expressing cells that represent the epicardial-derived mesenchymal cells (EPDC). **(B)** Stage E17.5. Cardiomyocytes can be identified by Mitotracker staining in this late developmental stage. A small fraction of atrial and ventricular cardiomyocytes still expresses the GFP reporter.

**TABLE 1:** Percentage of cardiomyocytes (defined as indicated in the phenotype column) expressing the reporter GFP (knockin line *Wt1*^*GFP/+*^) or YFP (lineage tracing line Wt1^*Cre*^; R26R^*EYFP*^) (mean ± s.e.m.).

Model	Stage	Phenotype	% Cardiomyocytes	N
WT1^*GFP*^	E10.5	CD31-/VCAM + /GFP^*low*^	13.5 ± 1.2	4
	E11.5	CD31-/VCAM + /GFP^*low*^	13.7 ± 1.6	4
	E13.5	CD31-/VCAM + /GFP^*low*^	10.8 ± 0.7	4
	E14.5	CD31-/VCAM + /GFP^*low*^	7.6 ± 0.6	5
	E15.5	CD31-/VCAM + /GFP^*low*^	3.5 ± 0.6	4
	E17.5 Atria	CD31-/Mitotracker high/GFP^*low*^	4.2 ± 0.6	4
	E17.5 Ventricles	CD31-/Mitotracker high/GFP^*low*^	2.2 ± 0.4	4
WT1^*Cre*^;R26R^*EYFP*^	E12.5	CD31-/VCAM + /YFP +	17.7 ± 5.1	4
	E15.5 Atria	CD31-/Mitotracker^*high*^/YFP +	23.6 ± 7.0	3
	E15.5 Ventricles	CD31-/Mitotracker^*high*^/YFP +	26.4 ± 4.4	4

We further confirmed the presence of WT1 protein in cardiomyocytes by immunocytochemistry in both, cultured E10.5 embryonic cardiomyocytes and histological sections (Figures 2A,B and Supplementary Figure 3). GFP+ cardiomyocytes can be seen scattered throughout the heart in heterozygous E9.5–E11.5 Wt1^*GFP/+*^ embryos (Figures 2C,D). Expression of the reporter indicates *Wt1* promoter activation in these cTnT+ cardiomyocytes, Myocardial immunolocalization of WT1 becomes restricted to the sinus venosus in E12.5 embryos (Figures 2E–G), mainly it its posterior wall. The WT1^*Cre*^;R26R^*EYFP*^ lineage tracing system allowed us to establish the distribution of the cardiomyocyte lineage where the *Wt1* promoter was activated. As shown in Figures 2H–J, these WT1-lineage cardiomyocytes can be seen throughout the heart, with a greater abundance in the sinus venosus, left ventricle and left part of the interventricular septum. WT1-lineage cardiomyocytes can also be observed in the ventricles of adult hearts (Figure 2K).

**FIGURE 2:**
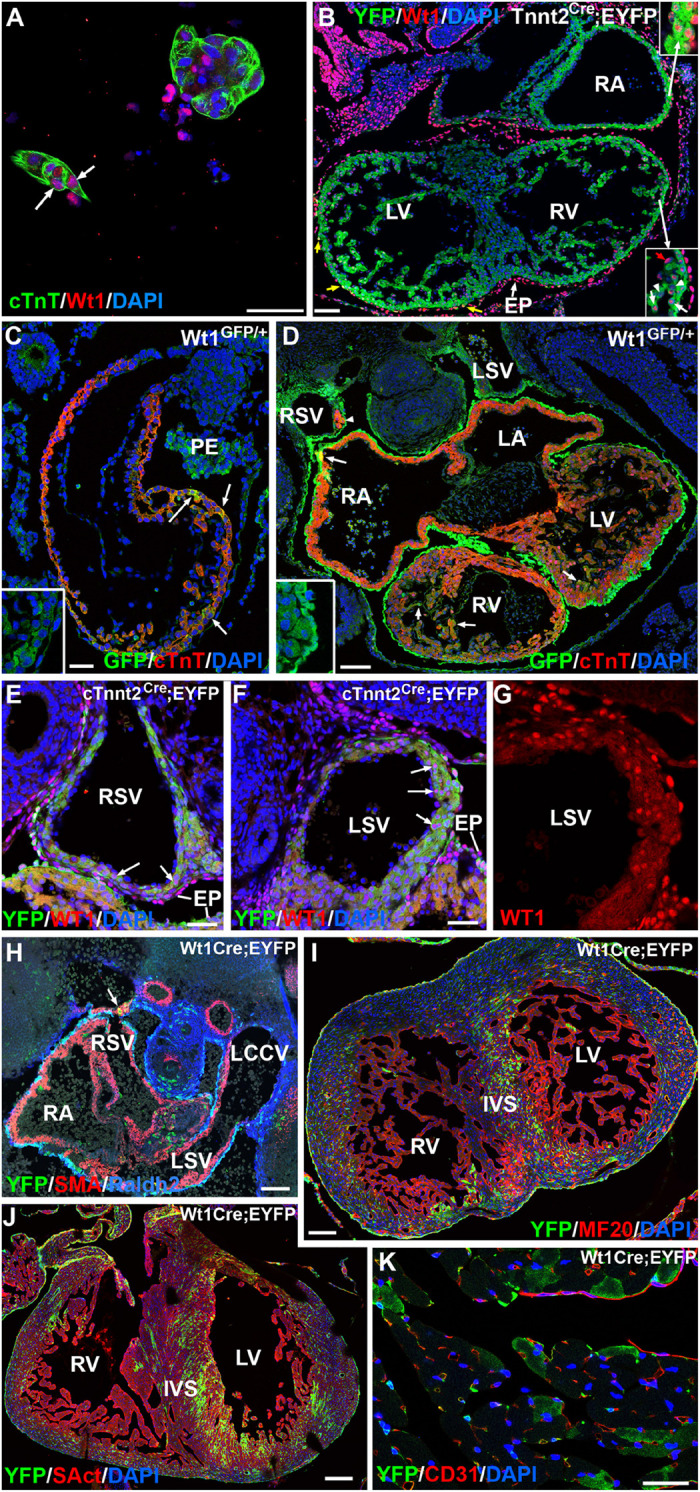
WT1 expression in cardiomyocytes. Representative images obtained from the analysis of >30 embryos. **(A)** Immunolocalization of protein WT1 in cultured cardiomyocytes characterized by cardiac troponin expression (arrow) and obtained from an E10.5 embryo. **(B)** Immunolocalization of protein WT1 in an E11.5 Tnnt2^*Cre*^;EYFP embryo. WT1 (red staining) is localized in some cardiomyocytes (inserts). Epicardial cells (EP) show expression of the protein WT1, and a few derive from a cardiac troponin-expressing lineage (yellow arrows). RA: right atrium; LV, RV: left and right ventricle, respectively. **(C,D)** WT1^*GFP/+*^ embryos, E9.5 and E11.5, respectively. Expression of the reporter reveals WT1 promoter activation in a number of cardiomyocytes of these early embryos. Colocalization with cardiac troponin (cTnT) is shown by arrows. The inserts show the separate GFP channel. Insert in **(D)** shows some GFP-expressing cardiomyocytes located in the wall of the right sinus venosus (arrowhead). LA, LV: left atrium and ventricle; PE: proepicardium; LSV, RSV: left and right sinus venosus. **(E–G)** Expression of WT1 protein in the walls of the right and left sinus venosus (RSV, LSV) of an E12.5 cTnnt2^*Cre*^;EYFP embryo. Arrows show positive nuclei of cardiomyocytes identified by the cardiac troponin lineage reporter YFP. Figure **(G)** shows a higher magnification of the left sinus venosus wall in the red (WT1) channel. A stronger expression is detected in the epicardial cells (EP). **(H–J)** Expression of the WT1 lineage reporter in the WT1^*Cre*^;EYFP line, stages 11.5, 15.5, and 19.5, respectively. Colocalization with smooth muscle actin is shown in the posterior wall of the right sinus venosus (arrow in **H**), and it becomes frequent in the ventricles in later stages, particularly in the left part of the interventricular septum (IVS). LCCV: left common cardinal vein. **(K)** Expression of the WT1 lineage reporter in an adult WT1^*Cre*^;EYFP heart. A number of cardiomyocytes show reporter expression. Scales: 50 μm, except **(D,H,I)** (100 μm) and, **(J)** (200 μm).

We quantified the frequency of WT1-lineage cardiomyocytes by analytical flow cytometry. At E12.5 and E15.5 about 18 and 25% of the cardiomyocytes show expression of the reporter, respectively (Figure 3 and Table 1). The latter percentage remains broadly constant in late embryos (not shown).

**FIGURE 3:**
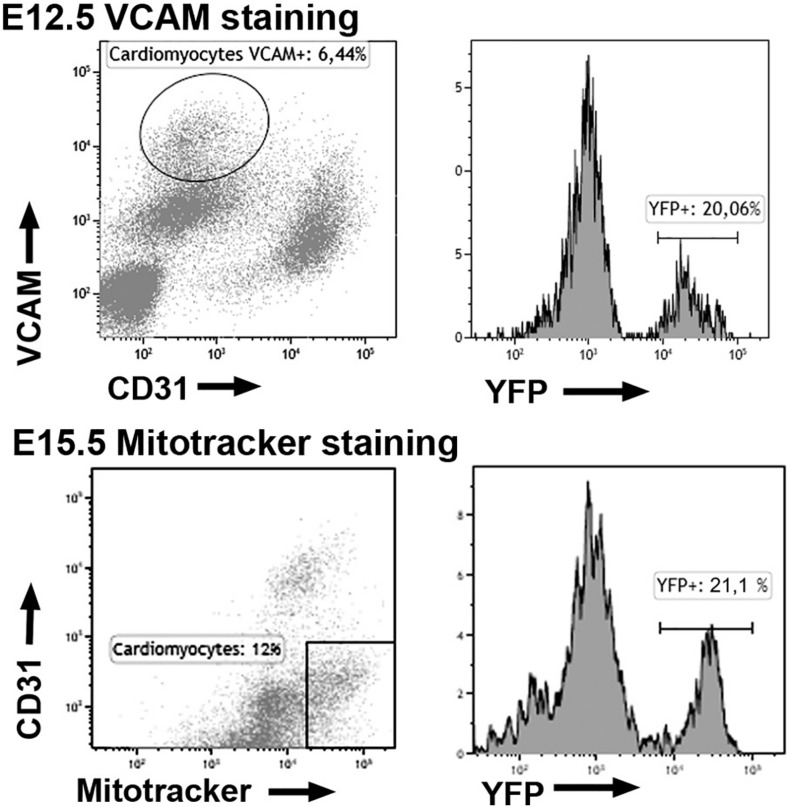
Expression of the YFP reporter in cardiomyocytes of the WT1^*Cre*^; R26R^*EYFP*^ lineage tracing line. Representative cytograms obtained from the analysis of 11 embryos. The fraction of cardiomyocytes expressing the WT1 lineage reporter (YFP+) is shown.

In summary, the *Wt1* promoter is transiently activated in the lineage of 20–25% of the embryonic cardiomyocytes, and WT1 protein can be detected by immunocytochemistry in a fraction of these cardiomyocytes, mainly in early developmental stages.

### Myocardial Deletion of WT1 Causes Structural Defects in the Heart

The Tnnt2^*Cre*^ driver activates Cre-mediated recombination in virtually all the myocardium at early developmental stages (Jiao et al., 2003). When we checked the efficiency of this recombination in the Tnnt2^*Cre*^;R26R^*YFP*^ model, we found that a small fraction of the epicardial cells at early stages express the YFP reporter, suggesting derivation from Tnnt2-expressing progenitors (Figure 2B). We have estimated elsewhere that about 30% of the early embryonic epicardium (E11.5) derive from a Tnnt2 expressing lineage (Carmona et al., 2020). In the present study we found that 43 ± 11% of the epicardial cells derive from a Tnnt2-expressing lineage at the stage E13.5 (mean of three embryos). Thus, the conditional deletion of WT1 in the Tnnt2 lineage should delete WT1 in all the myocardium, but only in a fraction of the epicardium and the epicardial-derived mesenchymal cells during the process of epithelial-mesenchymal transition. This fraction must be between 30–40%, since this is the percentage of Tnnt2-lineage epicardial cells when the epithelial-mesenchymal transition is at its peak (i.e., between the stages E10.5 and E13.5). We did not detect significant embryonic lethality provoked by this deletion, although the percentage of adult mutant mice significantly decreased from the expected 25% to a 13.7% The percentage of neonatal mice was also reduced (12.8%), suggesting that some mortality might occur perinatally (Table 2).

**TABLE 2:** Frequency of genotypes by age.

	Total	Wild	Heterozygotes	Mutants	% Mut
<E12.5	52	24	15	13	25.00
E13.5–E15.5	375	204	87	84	22.40
E16.5–E19.5	34	16	8	10	29.41
Neonates	39	21	13	5	12.82^†^
Adults	131	67	46	18	13.74*
Total	631	332	169	130	20.60

*Difference between the observed frequency and the expected one (25%) is significant (p < 0.05, Chi-square test). ^†^Not significant difference (p < 0.08, Chi-square test).

All mutant embryonic hearts, from E13.5 onward, showed irregular shapes, thin free ventricular walls together with high degree of trabeculation, atrial pectinate muscles less developed or absent, and defective sinus venosus (Figures 4A–D, 5). In 8 out of 14 embryos analyzed (57%) we also observed structural defects in the ventricular and atrial walls (Figures 4E–K). Namely, in two embryos (14%) the atrial wall was discontinuous and communicated with the ventricular cavity (Figure 4E) or with a subepicardial vein (Figures 4G,H). Six embryos analyzed (43%) showed muscular defects in the interventricular septum (Figures 4E,J), discontinuities (Figure 4F) or diverticula in the ventricular walls (Figure 4K). Despite these myocardial abnormalities, the coronary vasculature developed normally and coronary arteries were observed in late mutant embryos and adult mutant mice (Supplementary Figure 4). The origin of the coronary arteries from the aorta showed a normal pattern in mutant mice, within the anatomical variability of this feature (Fernández et al., 2008).

**FIGURE 4:**
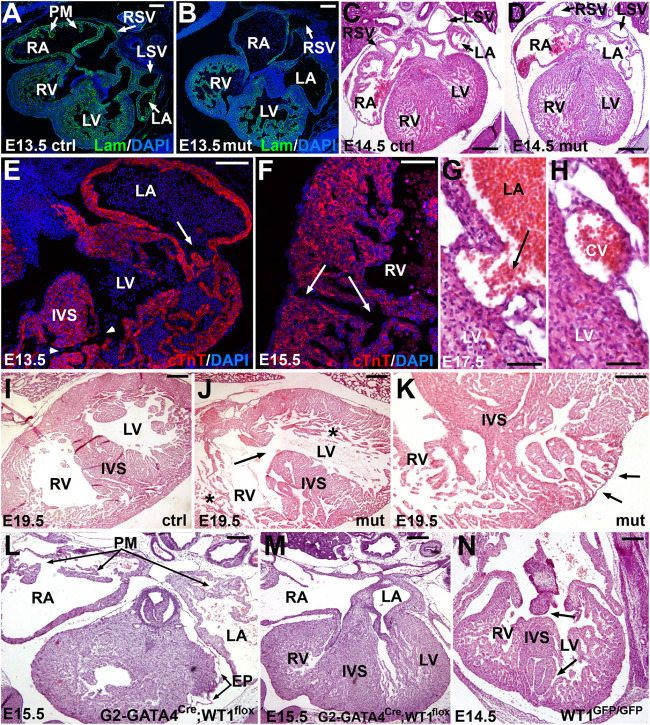
Embryonic phenotype of the conditional WT1 loss of function in cardiomyocytes (Tnnt2^*Cre*/+^; WT1^*flox/flox*^ line). Representative images obtained from the analysis of 14 mutant embryos. **(A–D)** General view of the heart in control **(A,C)** and mutant **(B,D)** embryos, stages E13.5 and E14.5. Mutant embryos show thinner ventricular walls, defective sinus venosus (shown in more detail in Figure 5) and lack of pectinate muscles (PM) in the right atrium (RA). RV: right ventricle; LA: left atrium; LV: left ventricle; RSV: right sinus venosus; LSV: left sinus venosus. **(E–H)** Defects in the myocardial walls and interventricular septum (IVS) found in mutant embryos. These defects include abnormal atrioventricular connection and muscular IVS defect (arrow and arrowheads in **E**), discontinuities in the right ventricular (RV) free wall (arrows in **F**) and connection of the left atrial (LA) lumen with a subepicardial coronary vein (CV) **(G,H)**. **(I,J)** IVS defect (arrow), thin compact myocardium and hypertrabeculation (asterisks) in an E19.5 mutant embryo **(J)** compared with a control of the same age **(I)**. **(K)** The lack of compaction of the left ventricular apex causes a diverticulum protruding in the surface of the heart (arrows). Note the lack of compact myocardium at the base of the IVS. **(L,M)** Representative E15.5 embryo of the G2-GATA4^*Cre*^;WT1^*flox*^ model of conditional deletion of WT1 in lateral mesoderm, including septum transversum and pro/epicardium (Cano et al., 2016). The main features of this phenotype are the defective sinus venosus and epicardium (EP), but the development of the pectinate muscles (PM) and the interventricular septum (IVS) are normal. **(N)** Systemic deletion of WT1 (homozygous knockin Wt1^*GFP/GFP*^, Hosen et al., 2007), E14.5, respectively. This is the most advanced stage reached by these mutant embryos. Note the defects in the IVS (arrows). Scales: 50 μm and except **(C–E)** (100 μm).

**FIGURE 5:**
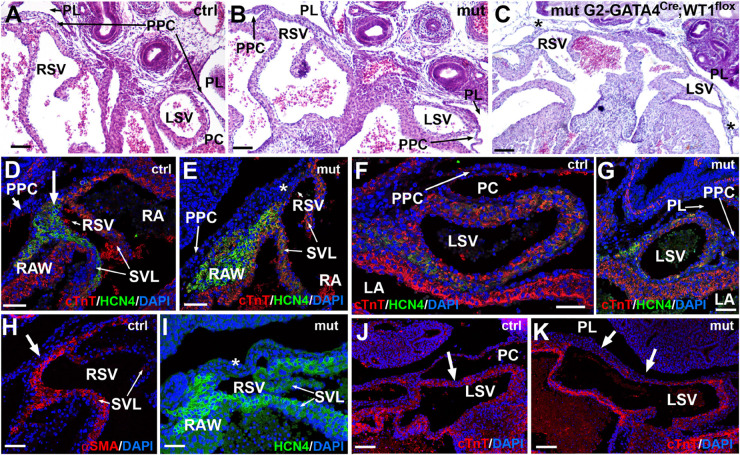
Sinus venosus defects caused by the of the conditional WT1 loss of function in cardiomyocytes (Tnnt2^*Cre*/+^; WT1^*flox/flox*^ line). **(A,B)** Comparison of the right and left sinus venosus (RSV, LSV) in E13.5 control and mutant embryos, respectively. The sinus venosus in the control embryos show a posterior wall covered by the epicardium, limited by the pericardial cavity (PC) and free from the pleuropericardial membranes (PPC). The mutant embryos show posterior walls continuous with the pleuropericardial membranes and limited by the pleural cavities (PL). **(C)** G2-GATA4^*Cre*^;WT1^*loxP*^ model of conditional deletion of WT1 in lateral mesoderm. In this E13.5 mutant embryo the PPC are lacking, and the posterior wall of the right and left sinus venosus are embedded in the body walls (asterisks). **(D–K)** Immunocytochemical features of the posterior wall of the mutant sinus venosus **(E,G,I,K)** as compared with the control embryos **(D,F,H,J)**. Stage E15.5. The mutant walls show fewer cardiomyocytes and myocardial discontinuities (asterisk in **E**, arrows in **K**, compare with arrows in **D,H,J**). Note the lack of HCN4 expression in the posterior wall of the mutant right sinus venosus (asterisks in **E,I**). The expression of HCN4 is extended in these embryos toward the right atrial wall (RAW). Scales: 50 μm.

We measured the ratio compact/total myocardial thickness in E13.5 and E15.5 embryos (Table 3). The ventricular compact layer was thinner in mutant embryos as compared with the total myocardial thickness. The difference was significant in the left ventricle of the E13.5 embryos and in both ventricles of the E15.5 embryos. Proliferation of cardiac cells in control and mutant E13.5 embryos was analyzed by estimating the percentage of BrdU+ cells (Table 3). The percentage of proliferating cells was significantly reduced in the mutant atria and it also showed a lower value in the ventricles, although the difference with controls was not significant.

**TABLE 3:** Proliferation index (% of BrdU+ nuclei) and ventricular compaction index (% compact layer thickness related to total wall thickness) in conditional WT1 mutant and control mice (stages E13.5 and E15.5).

		Stage E13.5		Stage E15.5	
Proliferation Iindex (%BrdU+ cells)	Atrium control	8,0.35 ± 1,0.04 (*N* = 11)	*p* < 0,0.013†		
	Atrium mutant	3,0.46 ± 1,0.10 (*N* = 5)			
	Ventricle control	5,0.45 ± 0,0.71 (*N* = 18)	*p* < 0,0.290 (n.s.)		
	Ventricle mutant	4,0.12 ± 1,0.03 (*N* = 9)			
Ventricular compaction index (% compact layer thickness related to total wall thickness)	Right ventricle control	23,0.8 ± 3,0.2 (*N* = 13)	*p* < 0,0.102 (n.s.)	58,0.4 ± 5,0.0 (*N* = 7)	*p* < 0,0.013*
	Right ventricle mutant	18,0.4 ± 1,0.5 (*N* = 19)		40,0.0 ± 3,0.9 (*N* = 7)	
	Left ventricle control	24,0.6 ± 2,0.6 (*N* = 13)	*p* < 0,0.0005*	53,0.5 ± 2,0.5 (*N* = 8)	*p* < 0,0.002*
	Left ventricle mutant	14,0.4 ± 1,0.2 (*N* = 19)		41,0.2±2,0.1 (*N* = 7)	

N is the number of sections analyzed. 6 control and 3 mutant embryos were used for the proliferation study. For the ventricular compaction index we analyzed 12 control and 18 mutant E13.5 embryos, and 5 control and 5 mutant E15.5 embryos. n.s: not significant. ^†^Mann Whitney U-test. *Student’s t-test.

We compared the phenotype of the deletion of WT1 in the cardiac troponin lineage with that from other two murine models of WT1 loss of function, a lateral mesoderm/proepicardial/epicardial conditional deletion (G2-GATA4^*Cre*^;WT1^*flox*^, Cano et al., 2016) and a systemic deletion in all the embryonic tissues (homozygous knockin WT1^*GFP/GFP*^, Hosen et al., 2007). Both deletions are lethal at midgestation. The heart with pro/epicardial deletion of WT1 showed lack of coronary arteries, but normal development of the interventricular septum and pectinate muscles (Figures 4L,M). Free myocardial walls never showed discontinuities. However, the embryos with systemic WT1 loss of function showed defects in the interventricular septum similar to those displayed by the Tnnt2^*Cre*^;WT1^*flox*^ mutant embryos (Figure 4N).

As stated above, both sinus venosus horns were abnormal in the mutant embryos (Figure 5). The left sinus venosus was embedded into the left pleuropericardial membrane, while the right sinus was also abnormally connected with the right pleuropericardial membrane. In both cases, the posterior walls of the sinus horns in mutants were limited by the pleural cavities, while the sinus horns in control mice were surrounded by the pericardial cavity (Figures 5A,B). The right sinus horn lacked myocardium in its posterior part (asterisks in Figure 5E), a region that is muscular in the controls of the same stage (Figures 5D,H). Due to the lack of muscle in this area, most of the HCN4 expression was localized in the wall of the right atrium (Figures 5E,I). This abnormal pattern of HCN4 expression was also observed in the area corresponding to the sinoatrial node in E18.5 embryos, an area that was much smaller in mutants (Supplementary Figure 5). The myocardial layer was very thin on the posterior part of the left sinus venosus (Figures 5G,K). Both, the systemic deletion of WT1 (Norden et al., 2010) and the lateral mesoderm/proepicardial/epicardial-specific deletion of WT1 using the G2 enhancer of the GATA4 gene (Cano et al., 2016) showed a more severe phenotype, with lack of pleuropericardial membranes and complete loss of the posterior walls of the sinus venosus, which does not form clearly defined horns (asterisk in Figure 5C).

### Adult Mice With Myocardial Deletion of WT1 Show Anomalies in Cardiac Structure and Function

As stated above, mutant mice are viable although their frequency is about a half of the expected in the adult population. In adult mutant mice, the heart weight with respect to total body weight was significantly reduced (0.54 ± 0.06% in mutants vs. 0.84 ± 0.11% in controls, *N* = 9 and 6, respectively, *p* < 0.05). The heart showed a highly irregular shape (Figure 6A), lacking pectinate muscles in the right atrium, which appeared round-shaped (Figures 6A,C,D). In a case, the left ventricle was partially divided by an ectopic muscular septum (Figure 6B). One of the left ventricular cavities ended in an aneurism protruding in the base of the left ventricle (Figure 6E). Areas of fibrosis, disorganization of the myocardium and diverticula were frequently observed in the cardiac walls (Figures 6B,F–H). *In vivo* MRI images confirmed the anomalies of the right atrium and the left ventricular wall [Figures 6I–K and Supplementary Videos 1 (control) and 2 (mutant)].

**FIGURE 6:**
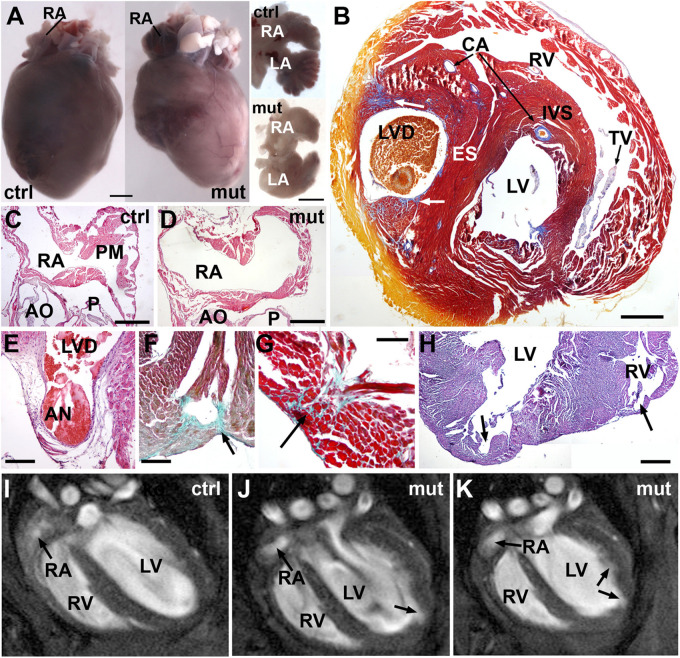
Adult phenotype of the conditional WT1 loss of function in cardiomyocytes (Tnnt2^*Cre*/+^; WT1^*flox/flox*^ line). Representative images obtained from the analysis of 9 mutant mice. **(A)** Representative example of a mutant heart compared with a control. The mutant heart is smaller and shows irregular profiles. The dissected atria (ventral view) show different shapes due to lack of pectinate muscles. **(B)** Mallory’s trichrome stain. This heart of an adult mutant mouse shows an ectopic septum (ES) partially dividing the left ventricle in two chambers, the left one forming a blind diverticulum (LVD). Note some areas of fibrosis (arrows). Coronary arteries (CA) are well developed. IVS: interventricular septum; TV: tricuspid valve. **(C,D)** Right atrium (RA) of a control and a mutant adult heart, H&E stain. Note the lack of pectinate muscles (PM) in the mutant atrium. AO, aortic root; P, pulmonary root. **(E)** The left ventricle diverticulum shown in **(B)** ends in a fibrous aneurism (AN) located in the base of the left ventricle. H&E stain. **(F–H)** Defects in the free ventricular walls consisting of disorganized and fibrotic areas (arrows in **F,G**, Masson-Goldner’s stain) and diverticula (arrows in **H**, H&E stain). **(I–K)** MRI images of the heart in a control **(I)** and a mutant mouse **(J,K)**. The inner surface of the left ventricle shows an irregular surface with an apical diverticulum (arrow). Note the globose shape of the left ventricle and the rounded right atrium (RA) lacking of pectinate muscles. A video of the RMI images is available as Supplementary Material. Scales: **(A)**: 1 mm; **(B–D)**: 0.5 mm; **(E–H)**: 250 μm.

Adult mutant mice also showed alterations in the ECG, with significant increase of the RR interval and decrease of the PR interval as compared to controls (*p* < 0.05, Student’s *t*-test). The QRS interval was also significantly longer in the mutants (16.3 vs. 14.4 ms in the controls, *p* < 0.05). On the other hand, the amplitudes of the P and R waves, and the height of the S-T interval (corresponding to the J wave, see section “Discussion”) were significantly reduced in mutant mice (Table 4 and Supplementary Figure 6).

**TABLE 4:** ECG parameters in conditional WT1 mutant and control adult mice.

	RR Interval (ms)	Heart Rate (BPM)	PR Interval (ms)	P Duration (ms)	QRS Interval (ms)	QT Interval (ms)	QTc (ms)	JT Interval (ms)	Tpeak Tend Int. (ms)	P Amplitude (μV)	Q Amplitude (μV)	R Amplitude (μV)	S Amplitude (μV)	ST Height (μV)	T Amplitude (μV)
Control (*N* = 20)	256.6 ± 13.3	248.1 ± 10.3	39.6 ± 0.8	14.9 ± 0.5	14.4 ± 0.6	32.7 ± 0.9	66.2 ± 3.2	18.0 ± 0.8	11.8 ± 0.7	50.2 ± 6.9	9.75 ± 1.3	407.7 ± 16.3	9.2 ± 13.7	69.6 ± 10.3	120.3 ± 9.6
Mutant (*N* = 24)	304.0 ± 15.1	216.0 ± 13.4	36.8 ± 1.1	15.6 ± 0.5	16.3 ± 0.5	33.5 ± 1.0	62.8 ± 2.3	16.7 ± 1.2	10.9 ± 0.8	23.0 ± 9.9	8.94 ± 1.1	323.8 ± 17.4	50.9 ± 18.1	0.59 ± 15.0	97.5 ± 10.7
Student’s *t*-test	0.026*	0.104	0.045*	0.361	0.024*	0.552	0.383	0.397	0.452	0.034*	0.628	0.001**	0.014*	0.001**	0.127

Mean ± s.e.m. **p < 0.01, *p < 0.05.

### Transcriptomic Analysis of the Mutant Hearts Reveals Alterations in the Expression of Genes Related to Myocardial Function

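Hearts were sequenced with 1 heart per library, 3 from mutant embryos (replicates 1, 5 and 10) and 3 from controls (replicates 2, 3 and 5). The paper's methods give the controls as Tnnt2 Cre-negative embryos with both Wt1 alleles floxed, and the deposited labels call them wild type. The authors trimmed the reads, aligned them to the mouse genome GRCm38 and counted the uniquely mapped reads on each gene, and deposited these counts without normalization beside FPKM values. The paper's text does not name the strand setting of the counting, so reads on bases shared by genes of opposite strands are uncertain. Total counts were 55512036, 56373393 and 44244665 in wild type replicates 2, 3 and 5 (median 55512036). In mutant replicates 1, 5 and 10 they were 51054026, 52203026 and 53108218 (median 52203026). Of the 46983 genes listed, 26831 had at least 1 count in any heart. The library sizes were normalized by edgeR's TMM method, and genes with low counts were removed with edgeR's filterByExpr function. The 17473 genes left were compared between the groups, where a positive log2 fold change means higher in the mutant. CPM values are scaled to the TMM-normalized library size. Gene positions are those of GENCODE M21 on GRCm38.

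The targeted gene, Wt1 (ENSMUSG00000016458), lies on chromosome 2 from 105126529 to 105173616. It had 2251, 1891 and 879 counts in wild type replicates 2, 3 and 5, and 921, 1746 and 1796 counts in mutant replicates 1, 5 and 10. Its level was 30.9 ± 10.1 CPM (SD, n = 3) in wild type hearts and 28.9 ± 9.76 CPM (SD, n = 3) in mutant hearts. The log2 fold change was −0.10 (standard error 0.31, adjusted p = 0.990 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign turned positive without wild type replicate 2 (0.13) and without mutant replicate 1 (0.16). A count over the whole gene and the whole heart does not separate recombined from intact alleles, so the level of Wt1 neither supports nor contradicts the labels.

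In a principal component analysis of the log2 CPM of the genes tested, the groups overlapped on the first component (32.0% of the variance, exact permutation test, two-sided, p = 0.5) and on the second (24.5%, p = 0.3 from the same exact test). The smallest p that 3 hearts against 3 allow is 0.1. Wild type replicate 5 lay farthest from the centre on the first component, at 55.4. The deviation of a gene's log2 CPM from its mean over the hearts was also set against gene length in each of the 6 hearts, across 11795 genes with a mean log2 CPM over 2. Spearman's rho was −0.556 in wild type replicate 5, against 0.383 and 0.316 in wild type replicates 2 and 3. It was −0.00620, 0.464 and −0.0622 in mutant replicates 1, 5 and 10. Genes are not independent replicates, and no p is given for these values. The labels name no sequencing batch.

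**Figure D1:**
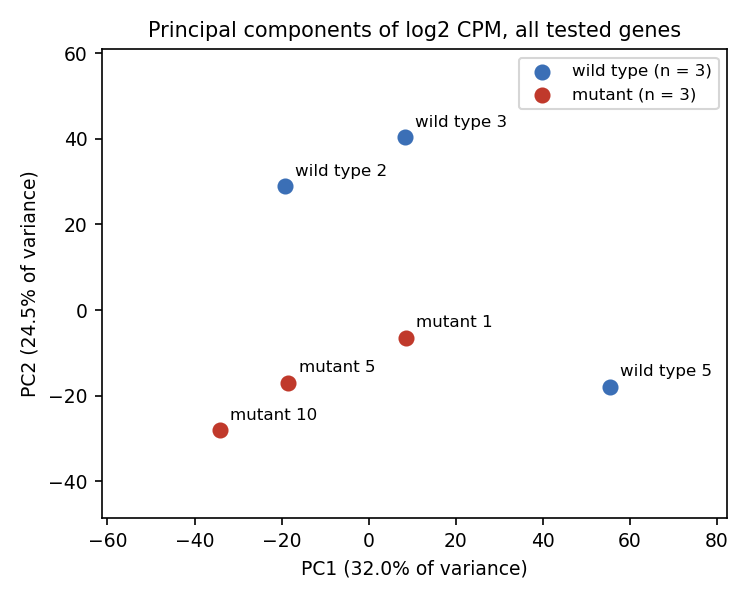
Each point is 1 heart, placed by its first (x axis) and second (y axis) principal component of log2 CPM. Wild type replicate 5 lies at 55.4 on the first component, and the other 5 hearts lie between −34.3 and 8.51.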

RNASeq analysis was performed on whole E13.5 hearts. This is the stage where the main morphological features of the mutant phenotype first appear. A total number of 137 genes were differentially expressed in the mutant heart as compared with controls (adjusted *p*-values <0.05). 80 of them were upregulated and 57 were downregulated (Supplementary Table 3 and Figure 7). 

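In the deposited counts, edgeR's quasi-likelihood test found 0 genes with a Benjamini-Hochberg adjusted p under 0.05 and 1002 genes with an unadjusted p under 0.05, where chance alone gives 874. The smallest adjusted p from this test was 0.0991, and 6 genes had an adjusted p under 0.1. In 1957 genes (11.2%) the values of the mutant hearts all lay on one side of those of the wild type hearts, where chance gives 10%. In the quasi-likelihood test, other groupings of the hearts into 3 and 3 gave 225 to 1968 genes at an unadjusted p under 0.05. So 1002 against 874 decides nothing by itself. At an unadjusted p under 0.001 from this test, the real grouping gave 59 genes and the next highest 19. The common biological coefficient of variation was 0.209. Of the alternatives set before the data were examined, the one that moved the number of differentially expressed genes most was DESeq2, the tool that the paper's methods name, which found 132 genes. Without a filter on low counts, edgeR's quasi-likelihood test found 34 genes, and all 34 were among the genes found by DESeq2. Without wild type replicate 5 it found 44 genes, of which DESeq2 found 27 with all hearts. Each of the other 5 fits that left out one heart found 0 genes.

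Both tests were tried on simulated counts drawn with the means, spread and library sizes of the 6 hearts, in which 200 genes changed by known folds. The quasi-likelihood test recovered 81.5% of these among 17195 genes run, and 12 further calls were false (6.86% of its calls). DESeq2 recovered 85.5% among 17473 genes run, with 46 false calls (21.2% of its calls). Each simulated gene varied independently, without the trends that genes of a real heart share. The changed genes were drawn from those with higher counts. So these rates do not show how many calls in the real hearts are false, or how many changes were missed.

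**Figure D2:**
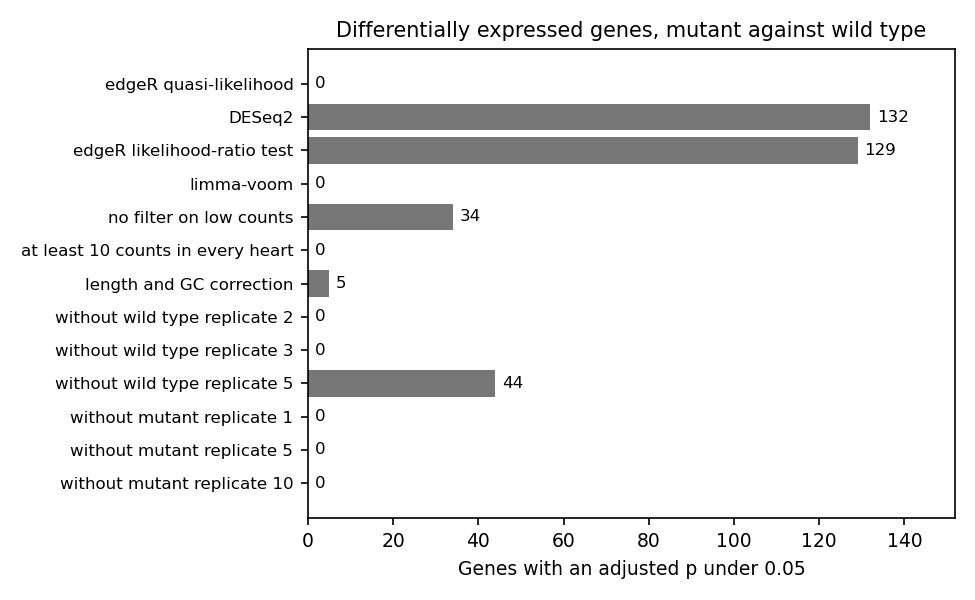
Bars give the number of genes with an adjusted p under 0.05 (x axis) in each of 13 settings (y axis). DESeq2 stands at 132 genes, edgeR's likelihood-ratio test, which was chosen after the data were seen, at 129, and the quasi-likelihood test at 0 (1002 genes at an unadjusted p under 0.05).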

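Among the genes with an unadjusted p under 0.05 in edgeR's quasi-likelihood test, 549 were higher and 453 were lower in the mutant hearts. DESeq2 found 77 genes higher and 55 lower. The copy of Supplementary Table 3 used here lists 136 genes, 1 fewer than the paper's 137, so no test of overlap or enrichment was run on it. Its log2 fold changes are of wild type over mutant, and their signs were reversed before any comparison. In the paper's table 79 genes are then higher in the mutant and 57 lower. Of these 136 genes, 132 were matched by symbol to the DESeq2 fit. All 132 had the direction of the paper's table, 130 had a log2 fold change within the larger of the standard errors, and 123 had an adjusted p under 0.05 from DESeq2. In edgeR's quasi-likelihood test 131 of them were tested, and all 131 had the direction of the table and an unadjusted p under 0.05, while 0 had an adjusted p under 0.05. The table was made from the same hearts, so these counts compare fits and are not independent evidence.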

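Gene Ontology terms were not used here. A list of 80 calcium-handling genes (calcium channels, pumps and exchangers, release channels, binding and storage proteins) was fixed before the data were examined, with the paper's table already known. Of its members, 72 were tested, 6 stand in the paper's Supplementary Table 3, and 28 also belong to another list. The median log2 fold change of the list was 0.01, with 37 members higher and 35 lower in the mutant, and stayed between −0.02 and 0.03 with each heart left out in turn. Over all genes tested, 0 members had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 12 members had an unadjusted p under 0.05. Adjusted over the list alone, 4 members passed. These were Calb2, Calr4, Cacng6 and Ryr3, and since the study chose its calcium genes on these hearts, this count is not independent evidence.

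Calb2, which encodes calretinin (ENSMUSG00000003657, chromosome 8 from 110137502 to 110168210), fell from 1.76 ± 0.344 to 0.470 ± 0.183 CPM (SD, n = 3 per group). Its log2 fold change was −1.90 (standard error 0.36, adjusted p = 0.273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cacng6, a calcium channel subunit (ENSMUSG00000078815, chromosome 7 from 3424195 to 3435667), rose from 21.0 ± 6.36 to 40.7 ± 4.97 CPM, a log2 fold change of 0.95 (standard error 0.21, adjusted p = 0.363 from the quasi-likelihood test). Ryr3, a ryanodine receptor (ENSMUSG00000057378, chromosome 2 from 112631355 to 113217096), fell from 15.5 ± 3.33 to 7.83 ± 1.94 CPM, a log2 fold change of −0.98 (standard error 0.22, adjusted p = 0.385 from the quasi-likelihood test). Exons of the opposite strand gene Aven cover 4.83% of its exon bases. Cacng6 and Ryr3 were chosen for description after their values were seen. The groups did not overlap for these genes.

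DESeq2 found 5 of the listed genes among its 132, these 4 and Casq2, which was named after its values were seen and had a log2 fold change of 0.88. An even spread over the 20013 genes that DESeq2 could call gives 0.495. As the list was written with the paper's table of genes from these hearts known, this count is not a test of enrichment, and no p is given for it. Two-sided tests of the list on all its members gave an adjusted p of 0.870 with camera and 0.823 with fry over the 18 lists.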

GO functional enrichment analysis performed through over representation analysis method suggested that the calcium ion regulation was deeply altered in the mutant heart. In fact, three of the six main biological processes affected by the WT1 loss of function were associated to gene sets related with calcium ion homeostasis, regulation of cytosolic calcium concentration and calcium ion transport. On the other hand, voltage-gated channel activities were among the most over-represented molecular functions altered in mutant hearts. 

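A list of 142 genes of potassium, calcium, sodium and HCN channels and their subunits, chosen by symbol, held 104 tested genes. It is wider than voltage-gated channels, since the symbols also take in leak (Kcnk), inward rectifier (Kcnj) and calcium-activated (Kcnn) potassium channels and the non-coding Kcnq1ot1 and Kcnmb4os2. Of these, 40 were higher and 64 were lower in the mutant, with a median log2 fold change of −0.12 that moved to −0.05 without wild type replicate 3 and to −0.06 without mutant replicate 10. Over all genes tested, 0 members had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 12 had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone (Kcne1l and Kcna5). The potassium channel genes among them, 98 listed and 70 tested, had a median of −0.09, or −0.01 without wild type replicate 3 and −0.04 without mutant replicate 5. In this group 5 genes passed when adjusted over the list alone (Kcne1l, Kcna5, Kcnmb2, Kcnab1 and Kcnk2), 9 had an unadjusted p under 0.05, and 0 passed over all genes. The paper's table lists 6 of the channel genes and 4 of the potassium channel genes, so the counts within the lists are not independent evidence.

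The wider channel list differed from the other genes with camera (two-sided, adjusted p 0.0378 over the 18 lists) and not with fry (adjusted p 0.232). Camera no longer gave an unadjusted p under 0.05 without wild type replicate 3 or without mutant replicate 10. The potassium channel list had an adjusted p of 0.0954 with camera and 0.0891 with fry. For it, fry gave an unadjusted p under 0.05 with all hearts and, of the runs with 1 left out, only without wild type replicate 5, and camera gave one only after a correction for gene length and GC content. Without the members in the paper's table, which was tried after the data were seen, the wider list had 0.0460 with camera and 0.399 with fry, and the potassium channel list 0.134 and 0.350. With DESeq2, 5 listed channel genes were found (Kcne1l, Kcna5, Cacng6, Kcnab1 and the leak channel Kcnk2) where an even spread over genes gives 0.765. For the potassium channels, 4 were found where an even spread gives 0.514. With the paper's table known when the lists were written, these counts do not test enrichment either. Without wild type replicate 5, edgeR's quasi-likelihood test found 3 listed genes among its 44, 2 of them potassium channel genes.

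Kcna5, an atrial potassium channel (ENSMUSG00000045534, chromosome 6 from 126532551 to 126535412), fell from 22.6 ± 1.68 to 13.7 ± 0.747 CPM (SD, n = 3 per group). Its log2 fold change was −0.73 (standard error 0.11, adjusted p = 0.133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between −0.77 and −0.66 with each heart left out. From the over-represented terms among its differentially expressed genes (Figure 7C), the paper proposes that calcium ion regulation and voltage-gated channel activity are altered in the mutant heart.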

Interestingly, expression of epicardial genes related with myocardial proliferation (*Aldh1a2*, *Igf2*, Brade et al., 2011) did not significantly change in mutant hearts.

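Aldh1a2, which encodes a retinaldehyde dehydrogenase (ENSMUSG00000013584, chromosome 9 from 71215789 to 71296243), had 3404, 2960 and 1091 counts in wild type replicates 2, 3 and 5 and 1186, 2245 and 2428 counts in mutant replicates 1, 5 and 10. Its log2 fold change was −0.26 (standard error 0.36, adjusted p = 0.985 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The value moved to −0.56 without wild type replicate 5 and to −0.0010 without mutant replicate 1, so single hearts decide its size. Igf2 (ENSMUSG00000048583, chromosome 7 from 142650766 to 142666816) had 6775 ± 984 CPM in wild type and 7449 ± 414 CPM in mutant hearts. The log2 fold change was 0.14 (standard error 0.15, adjusted p = 0.985 from the quasi-likelihood test), and 0.04 without wild type replicate 5. The annotated gene Gm49394 covers 62.8% of the exon bases of Igf2 on the same strand and is not among the genes counted. The groups overlapped for each of these genes.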

**FIGURE 7:**
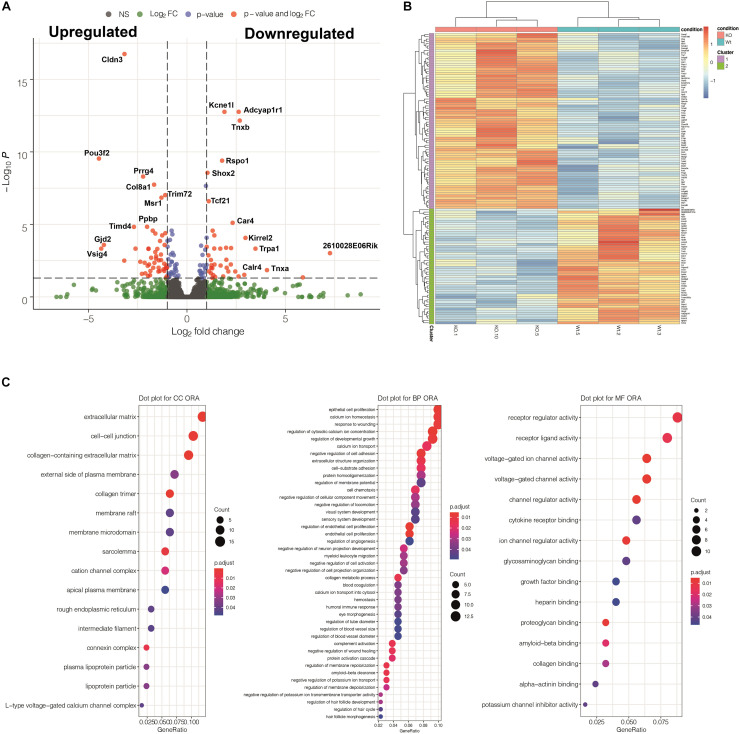
Summary of the results obtained from a transcriptomic comparison between three Tnnt2^*Cre*/+^; WT1^*flox/flox*^ mutant and three control embryos (stage E13.5). **(A)** Volcano plot showing differentially expressed genes (DEGs) detected by DESeq2. **(B)** Heatmap showing a cluster analysis of DEGs based on the K-means method. **(C)** Gene Ontology Analysis implemented through over representation analysis (ORA) test for molecular function, biological process and cellular component categories. Regulation of calcium and voltage-gated ion channels are among the most overrepresented biological processes and molecular functions affected by the WT1 loss of function in the Tnnt2 lineage. Genes with significant *p*-Values are detailed in Supplementary Table 3.

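Figure 7A labels 20 genes by name, of which 18 passed the filter on low counts. All 18 had the direction that the figure shows, 10 higher and 8 lower in the mutant, with groups that did not overlap and a sign that held with each heart left out. From edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, their adjusted p lay between 0.0991 and 0.300, so 0 passed the threshold, while every one had an unadjusted p under 0.05. All 18 had an adjusted p of 5.40e-04 or less from DESeq2, and over all alternatives their adjusted p ranged from 2.88e-15 to 1.00. As the figure was made from the same hearts with DESeq2, this match compares fits and is not independent evidence.

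Among the genes that rose, the log2 fold change ran from 1.11 in Trim72 (standard error 0.13) to 4.61 in Pou3f2 (standard error 0.56). Pou3f2 had only 8, 1 and 2 counts in wild type replicates 2, 3 and 5. Its value was 5.76 without wild type replicate 2 and 4.13 without wild type replicate 3. Trim72 (ENSMUSG00000042828, chromosome 7 from 128003949 to 128011033) went from 7.59 ± 0.794 to 16.4 ± 1.22 CPM (SD, n = 3 per group), and exons of Gm15533 on the opposite strand cover 27.6% of its exon bases. Cldn3, a claudin (ENSMUSG00000070473, chromosome 5 from 134986214 to 134987472), rose from 1.25 ± 0.412 to 11.0 ± 4.75 CPM, a log2 fold change of 3.15. Prrg4, which rose by 2.09 on the log2 scale, lies 296 kb from Wt1. Msr1, Timd4 and Vsig4 belong to a list of macrophage genes, and Ppbp to one of platelet genes. Vsig4 had 3 counts or fewer in every wild type heart and was at least 10.8-fold higher in the mutant.

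The genes that fell ran from −3.38 in Trpa1 (standard error 0.49) to −1.02 in Shox2 (standard error 0.12) on the log2 scale. Shox2, a homeobox gene (ENSMUSG00000027833, chromosome 3 from 66971727 to 66981771), went from 38.3 ± 2.85 to 18.8 ± 1.98 CPM, and exons of Rsrc1 on the opposite strand cover 4.62% of its exon bases. Adcyap1r1 (ENSMUSG00000029778, chromosome 6 from 55451978 to 55501451) went from 17.4 ± 6.17 to 2.88 ± 0.959 CPM, a log2 fold change of −2.59. Tnxb had a log2 fold change of −2.72, while Tnxa had 0 counts in all 6 hearts, and a count of 0 allows up to 3 counts in each. The RNA gene 2610028E06Rik had 12, 73 and 5 counts in wild type replicates 2, 3 and 5 and 0 counts in every mutant heart, which makes it at least 9.14-fold lower, or 2.81-fold without wild type replicate 3. It did not pass the filter on low counts, and DESeq2 gave it an adjusted p of 0.00144 (0.00144 to 1.00 over the alternatives that tested it).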

We have validated by qPCR a number of differentially expressed genes that can be related with the observed phenotype (Figure 8). A calcium-handling protein, calreticulin-4, and an ancillary subunit of voltage-gated potassium channels, Kcne1l (*aka* Kcne5) were significantly down-regulated (see also Supplementary Figure 7 for immunolocalization of Calr4). The type I Activin/Nodal receptor Acvr1c (*aka* ALK7) was also significantly down-regulated in mutant hearts. In contrast, the potassium channel subunit Kcnab1 (Kvβ1) a modulator of voltage-gated K + (Kv1) channel function in mouse ventricular myocytes (Aimond et al., 2005), was significantly upregulated.

**FIGURE 8:**
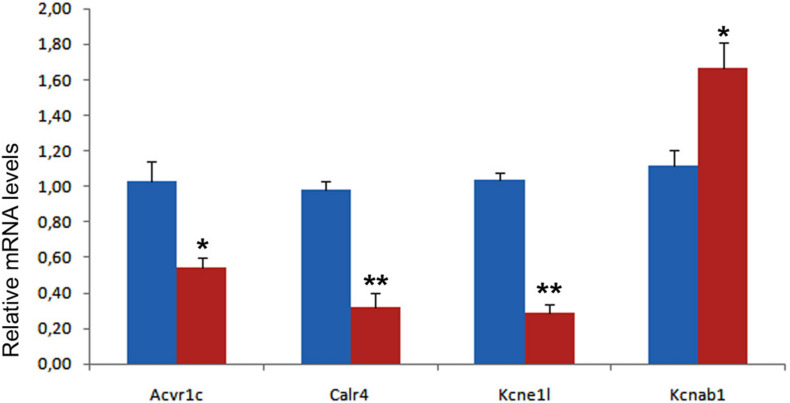
Validation of four differentially expressed genes in control (blue) and mutant (red) hearts from E13.5 embryos. Each PCR reaction was carried out in triplicate and repeated in at least three distinct pooled biological samples. **p < 0.01, *p < 0.05, Student’s *t*-test.

## Discussion

The expression of WT1 in the embryonic epicardium is essential for the development of the heart. Both, systemic or epicardial-specific loss of function of WT1 results in defective generation of EPDC, abnormal cardiac vascularization and thinning of the ventricular myocardium, provoking the death of the mouse embryos by midgestation (Martínez-Estrada et al., 2010). This embryonic lethality in both, systemic and epicardial WT1 deletion, could have masked a cell-autonomous function of WT1 in the myocardium.

Our results show that a part of the embryonic cardiomyocytes express WT1 at low levels as suggested by previous reports (Villa del Campo et al., 2016; Velecela et al., 2019; Van Eif et al., 2020; Wagner et al., 2021). This is supported by evidence from the reporter mice (knockin GFP), the WT1 lineage tracing system (Wt1^*Cre*^;R26R^*EYFP*^) and the immunohistochemical detection of WT1 protein, which was only possible in early stages, when WT1 expression levels are relatively higher. Detectable WT1 protein persisted by midgestation in the sinus venosus, but it was not traceable by immunohistochemistry in the atrial or ventricular myocardium after the stage E12.5. However, a recent report showed a speckled expression in some cardiomyocytes of later embryonic stages, using a sensitive immunohistochemistry approach (Wagner et al., 2021). The speckled pattern suggests that the Wt1(+KTS) isoform is expressed in these cells (Herzer et al., 2001).

The embryonic origin of the WT1-lineage derived cardiomyocytes is unclear. The former proposal of an epicardial origin of a set of cardiomyocytes (Cai et al., 2008; Zhou et al., 2008) was challenged by the evidence of expression of WT1 in cardiomyocytes before the emergence of the epicardium/epicardial-derived cells (Rudat and Kispert, 2012; Villa del Campo et al., 2016; see also Figure 2C). An interesting possibility has been raised by the recent report of Tyser et al. (2021) describing the results of single-cell RNA sequencing on the microdissected cardiac region of mouse embryos, from early cardiac crescent to linear heart tube stages. These authors identified a population of progenitor cells (named as the juxta-cardiac field, JCF) that can contribute to both, cardiomyocytes and proepicardium. The distribution of the cardiomyocytes derived from the JCF is noticeably similar to that found by us for the WT1-lineage cardiomyocytes and extends over the four cardiac chambers. Using the web interface provided by the authors^3^ we have found that WT1 is expressed in 31% of the cells included in the cluster Me5, corresponding to the JCF and characterized by a low Nkx2.5 expression. It seems likely that at least a part of the WT1-lineage cardiomyocytes derive from these common cardiogenic/epicardial progenitors.

Our conditional deletion of WT1 in the Tnnt2 lineage should have knocked down the transient WT1 expression specifically in the myocardium. However, when we checked the recombination induced by the Tnnt2^*Cre*^ driver in Tnnt2^*Cre*^;EYFP mice, we found reporter expression in a part of the epicardium. This fact is probably due to an early activation of the Tnnt2 promoter in common epicardial and myocardial progenitors located in the secondary heart field or even in the recently described juxta-cardiac field mentioned above. This epicardial deletion was partial and in fact it did not affect to most of the early epicardium. Consequently, the early generation of EPDCs should not be significantly disturbed in our embryos. We cannot completely rule out that some phenotypic features observed in the mutant embryos can be due to the loss of function of Wt1 in a fraction of the epicardium, particularly the thinning of the compact ventricular myocardium. However, the impact of the hypomorphic mutation of WT1 in the epicardium should be minor for a number of reasons: (1) Coronary development, a process critically dependent on epicardial-derived cells, was normal in the mutant embryos; (2) Proliferation index in the ventricles by E13.5 was reduced in mutant embryos, but the difference with controls was not statistically significant; (3) Expression of *Aldh1a2*, and *Igf2*, strongly reduced in epicardial WT1 loss-of-function (Brade et al., 2011), showed no changes in our RNASeq analysis, suggesting that the signaling role of the epicardium, where Igf2 plays a key role (Li et al., 2011) is maintained in the mutant embryos; and (4) The proepicardial and epicardial deletion of WT1 (G2-GATA4^*Cre*^ model) does not show features such as lack of pectinate muscles or interventricular septum/free wall defects.

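A list of 19 epicardial genes, all of them tested and detected in every wild type heart, had a median log2 fold change of 0.17, with 12 members higher and 7 lower in the mutant. The median turned to −0.07 without wild type replicate 5, and was 0.06 without mutant replicate 10, 0.32 without mutant replicate 1 and 0.36 without wild type replicate 2. Of these, 0 had an adjusted p under 0.05 over all genes tested in edgeR's quasi-likelihood test, and 8 had an unadjusted p under 0.05. Adjusted over the list alone, 6 passed. Tcf21 was lower among them, while Krt8, Aldh1a1, Gpm6a, Upk1b and Krt18 were higher. The paper's Supplementary Table 3 lists 4 members, so this count is not independent evidence. Camera gave the list an adjusted p of 0.0717 over all lists and fry one of 0.769 (two-sided). Without the 4 members in the paper's table, which was tried after the data were seen, these were 0.0460 and 0.669. With all members the unadjusted camera p was under 0.05 with all hearts and without wild type replicate 2, wild type replicate 3 or mutant replicate 1, and not without any of the other 3 hearts.

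Tcf21, a transcription factor (ENSMUSG00000045680, chromosome 10 from 22817281 to 22820174), fell from 51.3 ± 7.23 to 23.8 ± 3.70 CPM (SD, n = 3 per group). Its log2 fold change was −1.10 (standard error 0.15, adjusted p = 0.113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Krt8, a keratin (ENSMUSG00000049382, chromosome 15 from 101996698 to 102004482), rose from 18.7 ± 5.17 to 41.1 ± 5.72 CPM, a log2 fold change of 1.13 (standard error 0.21, adjusted p = 0.273 from the quasi-likelihood test). Aldh1a1, another retinaldehyde dehydrogenase (ENSMUSG00000053279, chromosome 19 from 20492715 to 20643465), rose from 6.25 ± 2.21 to 12.9 ± 2.82 CPM, a log2 fold change of 1.04 (standard error 0.28, adjusted p = 0.578 from the quasi-likelihood test). Krt8 and Aldh1a1 were chosen for description after their values were seen, and exons of Gm36026 on the opposite strand cover 5.16% of the exon bases of Krt8. Tcf21, Krt8 and Aldh1a1 were the listed genes found by DESeq2, and as the list was written with the paper's table from the same hearts known, their number does not test enrichment.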

Thus, most of the phenotypic features observed in our mutants can be attributed to a cell autonomous function of Wt1 in cardiomyocytes. For example, the defects observed in the interventricular septum, the disorganization and diverticula in the atrial and ventricular walls, the anomalous development of the sinus venosus and the right atrium pectinate muscles, and the electrocardiographic alterations, as discussed below.

Our conditional deletion of WT1 in the Tnnt2 lineage provoked a defect in the ventricular compaction, leading to an excess of trabeculation. This abnormal compaction can explain the defects in the interventricular septum, the discontinuities and disorganization observed in the free ventricular walls, and also the diverticula and aneurisms observed in some mutant embryos and adults. The fibrotic areas observed in adults would be the consequence of repairing processes in these damaged areas. In humans, left ventricular non-compaction appears more associated to ventricular septal defects than to any other congenital heart disease (Costa-Marques et al., 2020). On the other hand, congenital ventricular aneurisms and diverticula are rare cardiac malformations in humans (Ohlow et al., 2015). The pathogenesis of these malformations is mostly unknown, but defects in structural sarcomeric proteins can be involved. In fact, downregulation of cardiac troponin in chick embryos results in left ventricular diverticula (Ohlow, 2017). However, our RNASeq analysis suggests that the observed defects might be more related to cardiomyocyte physiology than to structural proteins as discussed below.

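All genes in a list of 30 sarcomere genes were tested, and none of them stands in the paper's Supplementary Table 3. With the quasi-likelihood test of edgeR, 0 had an adjusted p under 0.05 over all genes tested, 0 passed when adjusted over the list alone, and 1 had an unadjusted p under 0.05. That gene was Myl7, the atrial myosin light chain (ENSMUSG00000020469, chromosome 11 from 5896637 to 5898782), at 1436 ± 304 CPM in wild type and 1028 ± 204 CPM in mutant hearts (SD, n = 3 per group). Its log2 fold change was −0.48 (standard error 0.20, adjusted p = 0.860 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups overlapped. In the list as a whole 25 genes were higher and 5 lower in the mutant, with a median log2 fold change of 0.09. This median moved to 0.0035 without wild type replicate 5 and to 0.04 without mutant replicate 10. It rose to 0.14 without wild type replicate 2 and to 0.14 without mutant replicate 1. The two-sided tests of the list gave an adjusted p over the lists of 0.0954 with camera and 0.628 with fry. The unadjusted camera p was under 0.05, with the genes higher in the mutant, after a correction for gene length and GC content and without wild type replicate 2, mutant replicate 1 or mutant replicate 5, while fry gave none under 0.05 in these. DESeq2 found 0 of these genes.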

A failure to form myocardialize sinus venosus horns had been described in the systemic WT1 mutant mice and in the lateral mesoderm/epicardial-specific deletion of WT1 (Norden et al., 2010; Cano et al., 2016). This defect had been attributed to the expression of WT1 in the pleuropericardial membranes and the mesenchyme surrounding the cardinal veins (Norden et al., 2010). We have observed a milder phenotype in our embryos, with defective myocardialization of the posterior walls of the sinus horns, which are abnormally connected to the pleuropericardial membranes and are not surrounded by epicardium. Since the pleuropericardial membranes do not derive from a Tnnt2-expressing lineage, we can conclude that the defect observed in the sinus venosus of our mutant embryos is due to the lack of expression of WT1 in the myocardium from this cardiac region. In fact, this is the myocardial tissue where WT1 protein can be immunolocalized for a longer period. It is uncertain if anomalies in the sinus venosus walls, including the abnormal expression pattern of the sinoatrial node marker HCN4 (see Figures 5E,I) could be related with the longer RR intervals detected in mutant mice.

An intriguing feature of the WT1 loss of function in the Tnnt2-expressing lineage is the lack of pectinate muscles and the abnormal shape of the atria in both mutant embryos and adults. A similar atrial phenotype (hypoplastic atria and lack of pectinate muscles) has been described in a model of myocardial deletion of Mib1, a key element for the Notch signaling pathway (Captur et al., 2016). Myocardial-specific Mib1 deletion also provokes thin ventricular myocardium and excessive trabeculation, a phenotype described as an animal model of left ventricular non-compaction (Luxán et al., 2013). Interestingly, another model of Notch inhibition based in Cre-inducible expression of a dominant-negative truncated form of mastermind-like protein shows anomalous atrioventricular node development. These mice are viable and their cardiac morphology seems normal, but their electrocardiogram displays a shorter P-R interval indicative of a disruption of the AV nodal delay (Rentschler et al., 2011). We have also observed a significant shortening in the P-R interval in our adult mutant mice. Thus, the close similarities between our model of WT1 loss of function in myocardium and these models of cardiac inhibition of Notch signaling might suggest some connection between the WT1 loss of function and the Notch pathway in cardiomyocytes. However, our RNASeq analysis (see below) did not reveal significant changes in the components of the Notch pathway in the mutant embryos, and this hypothetical relationship with WT1 function will need of further investigation.

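Of 39 genes of the Notch pathway (receptors, ligands, targets and processing enzymes), 37 were tested and none stands in the paper's Supplementary Table 3. Their median log2 fold change was 0.01, with 19 members higher and 18 lower in the mutant, and it lay between −0.05 and 0.05 with each heart left out. Over all genes tested, 0 had an adjusted p under 0.05 in the quasi-likelihood test of edgeR, 0 passed when adjusted over the list alone, and 2 had an unadjusted p under 0.05. Lfng, which encodes a glycosyltransferase that modifies Notch (ENSMUSG00000029570, chromosome 5 from 140607320 to 140615545), went from 6.23 ± 0.765 to 4.08 ± 0.186 CPM (SD, n = 3 per group). The log2 fold change was −0.61 (standard error 0.16, adjusted p = 0.547 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hey1, a target gene chosen after its values were seen (ENSMUSG00000040289, chromosome 3 from 8663359 to 8667256), had a log2 fold change of −0.45 (standard error 0.16, adjusted p = 0.765 from the quasi-likelihood test), with groups that overlapped. DESeq2 found 0 listed genes, and over the lists camera gave an adjusted p of 0.690 and fry one of 0.823 (two-sided).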

Transcriptomic analysis of the E13.5 mutant hearts shows that the calcium homeostasis, regulation and transport are altered after deletion of WT1. These three processes are between the six most relevant according to the gene ontology-based overrepresentation analysis. 

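Calr4 (ENSMUSG00000028558) lies on chromosome 4 from 109234485 to 109254571. It had 46, 16 and 27 counts in wild type replicates 2, 3 and 5 and 4, 2 and 6 counts in mutant replicates 1, 5 and 10, so its level rests on few reads. This is 0.569 ± 0.272 CPM (SD, n = 3) in wild type and 0.0781 ± 0.0406 CPM (SD, n = 3) in mutant hearts. The groups did not overlap, and the log2 fold change was −2.83 (standard error 0.61, adjusted p = 0.363 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between −3.25 and −2.46 with each heart left out. The adjusted p from DESeq2 was 0.0326, and it ranged from 0.00344 to 1.00 over the alternatives. The related gene Calr, which encodes calreticulin and was chosen after its values were seen, had 785 ± 158 CPM in wild type and 827 ± 32.5 CPM in mutant hearts. Its log2 fold change was 0.08 (standard error 0.16), with groups that overlapped, and turned to −0.08 without wild type replicate 5.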

Calreticulin-4 (Calr4) is repressed in the mutants as confirmed by qPCR and supported by immunolocalization of the protein (see Supplementary Figure 7). Calr4 is a calcium-binding/storage protein localized in the endoplasmic reticulum (ER), where it acts as a chaperone preventing the exportation of misfolded proteins from ER to the Golgi apparatus. This protein is highly expressed in the developing myocardium and it is essential for cardiac development (Michalak et al., 2002). Importantly, mice deficient for Calr4 show decreased ventricular wall thickness and hypertrabeculation, a phenotype very similar to that shown by our mutants (Mesaeli et al., 1999; Rauch et al., 2000). Lozyk et al. (2006) also described a downregulation of N-cadherin in cardiomyocytes of calreticulin-deficient mouse embryos. This observation could be related with the defective compaction of the cardiomyocytes in our mutants, given the crucial role played by N-cadherin in cardiomyocyte adhesion and ventricular trabeculation (Radice et al., 1997; Miao et al., 2019).

WT1 itself has also been considered as an important transcription factor involved in Ca^2+^ homeostasis (Ritchie et al., 2011). This factor negatively regulates STIM1, an ER Ca^2+^ sensor and activator of store-operated Ca^2+^ entry in the cytosol, by binding to the EGR1 response elements of the *STIM1* promoter (Ritchie et al., 2010). STIM1 is expressed in the sinoatrial node (Zhang et al., 2015). STIM1 knockdown in cardiomyocytes causes SAN dysfunction, reduction in heart rate, arrhythmias and lethality in adult mice (Ohba et al., 2009; Zhang et al., 2015) while STIM1 overexpression in the heart leads to aberrant calcium handling and lethal cardiomyopathy (Correll et al., 2015). Thus, WT1 can be playing a role for Ca^2+^ homeostasis in embryonic cardiomyocytes, and altered Ca^2+^ handling in these cells can cause structural defects in the myocardium perhaps due to dysregulation of adhesion proteins.

We have discussed above how developmental defects in sinus venosus and right atrium could be related with the longer R-R and the shorter P-R intervals observed in the mutant mice. Adult mutant mice also showed a longer QRS duration (Table 4), suggesting anomalies in the ventricular conduction system. We have observed that the amplitude of the P and R waves, and the height of the S-T interval, are significantly lower in mutant mice. The mice ECG actually lacks of an isoelectric S-T segment, which is replaced by the J wave, which represents the early repolarization of the ventricles (Boukens et al., 2014). These differences in wave amplitude could be related with the irregular shape and the small size of the mutant heart. However, the differences in the duration of the intervals can be rather explained by the observed changes in expression of ionic channels.

The Kcne1l (=Kcne5) and the Kcnab1/Kvb1 regulatory subunits of voltage-gated potassium channels are downregulated and upregulated in the mutant heart, respectively. Both are important regulators of the action potential and their alterations have been related with changes in QRS interval duration (Aimond et al., 2005; Ohno et al., 2011; Palmer et al., 2012; Tur et al., 2016). 

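Kcne1l (ENSMUSG00000090122) lies on the X chromosome from 142304752 to 142306294. Its level fell from 16.8 ± 4.35 CPM (SD, n = 3) in wild type to 4.50 ± 0.305 CPM (SD, n = 3) in mutant hearts, a log2 fold change of −1.90 (standard error 0.20, adjusted p = 0.0991 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between −2.08 and −1.70 with each heart left out. Kcne1l passed the threshold with DESeq2 (adjusted p = 1.05e-13, in a range of 1.05e-13 to 0.656 over the alternatives). It also passed without a filter on low counts and without wild type replicate 5. Kcnab1 (ENSMUSG00000027827, chromosome 3 from 65109384 to 65378223) rose from 3.04 ± 1.07 to 7.05 ± 1.56 CPM, a log2 fold change of 1.22 (standard error 0.29, adjusted p = 0.413 from the quasi-likelihood test). Exons of A330015K06Rik, a gene on the opposite strand with 16 counts over all hearts, cover 2.34% of its exon bases. With DESeq2 the adjusted p of Kcnab1 was 0.00756, and it ranged from there to 1.00 over the alternatives. For each of these genes the mutant hearts all lay on one side of the wild type hearts (exact permutation test, two-sided, p = 0.1, the smallest that 3 hearts against 3 allow).

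**Figure D3:**
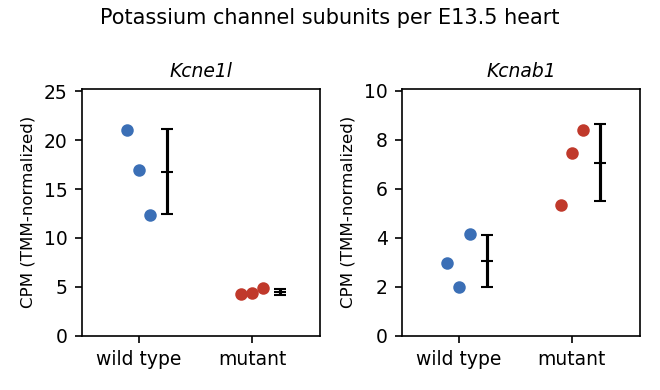
Points give the CPM (y axis, TMM-normalized) of Kcne1l and Kcnab1 in each heart by group (x axis), and bars give the mean and SD (n = 3). The wild type hearts lie above the mutant hearts for Kcne1l (means of 16.8 and 4.50 CPM) and below them for Kcnab1 (3.04 and 7.05 CPM).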

Human KCNE5 mutations are associated with atrial fibrillation and Brugada syndrome, and they may predispose to cardiac arrhythmias (Abbott, 2016). We have found that Kcne1l is strongly downregulated in the WT1-mutant myocardium. Kcne1l deletion in mice provokes ventricular premature beats and increased susceptibility to induction of ventricular tachycardia (David et al., 2019). Finally, another down-regulated gene in our transcriptomic analysis, the nodal receptor *Acvrc1/ALK7*, is also related with the electrophysiology of the heart. 

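Acvr1c (ENSMUSG00000026834) lies on chromosome 2 from 58267453 to 58357895. It had 619, 296 and 376 counts in wild type replicates 2, 3 and 5 and 193, 150 and 133 counts in mutant replicates 1, 5 and 10. The means were 8.23 ± 2.93 CPM (SD, n = 3) in wild type and 3.07 ± 0.565 CPM (SD, n = 3) in mutant hearts, with groups that did not overlap. Exons of Gm13544 on the opposite strand, which had 0 counts, cover 1.81% of the exon bases. The log2 fold change was −1.42 (standard error 0.29, adjusted p = 0.300 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −1.67 to −1.15 with each heart left out. From DESeq2 the adjusted p was 5.40e-04, and it ranged from there to 1.00 over the alternatives.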

Mice deficient for ALK7 are viable, but they show prolonged repolarization and increased predisposition to ventricular arrhythmias. Ying et al. (2016) showed that ALK7 mediated signaling is essential for maintaining repolarizing K^+^ currents in ventricular cardiomyocytes. Thus, differentially expressed myocardial genes in E13.5 embryos might be related to the observed electrocardiographic alterations in the adult mutant mice, although it would be necessary to check if the expression differences are maintained in adults.

In summary, we have confirmed a transient expression of WT1 in a population of embryonic cardiomyocytes, and we have shown that this myocardial expression, and not only the well-characterized epicardial WT1 expression, is required for normal cardiac development.

## Data Availability Statement

The data presented in the study are deposited in the University of Malaga Repository (https://dx.doi.org/10.24310/riuma.22437). RNASeq data are available at Gene Expression Omnibus repository (accession number GSE178220).

## Ethics Statement

The animal study was reviewed and approved by Committee on Ethics of Animal Experiments of the University of Málaga (procedure code 2018-0018).

## Author Contributions

SD, SB, and FH-T: performing experiments and collecting data. JG and MJ-N: collecting data. FH-T, AA, DF, MJ-N, RM-C, and RC: data analysis and interpretation. RM-C and RC: research design and manuscript writing. MJ-N, RM-C, and RC: final manuscript approval. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Deletion of the Wilms’ Tumor Suppressor Gene in the Cardiac Troponin-T Lineage Reveals Novel Functions of WT1 in Heart Development
**Source:** Front Cell Dev Biol. 2021 Jul 22;9:683861. doi: 10.3389/fcell.2021.683861
**Supplement:** Supplementary file 1

Supplementary Material

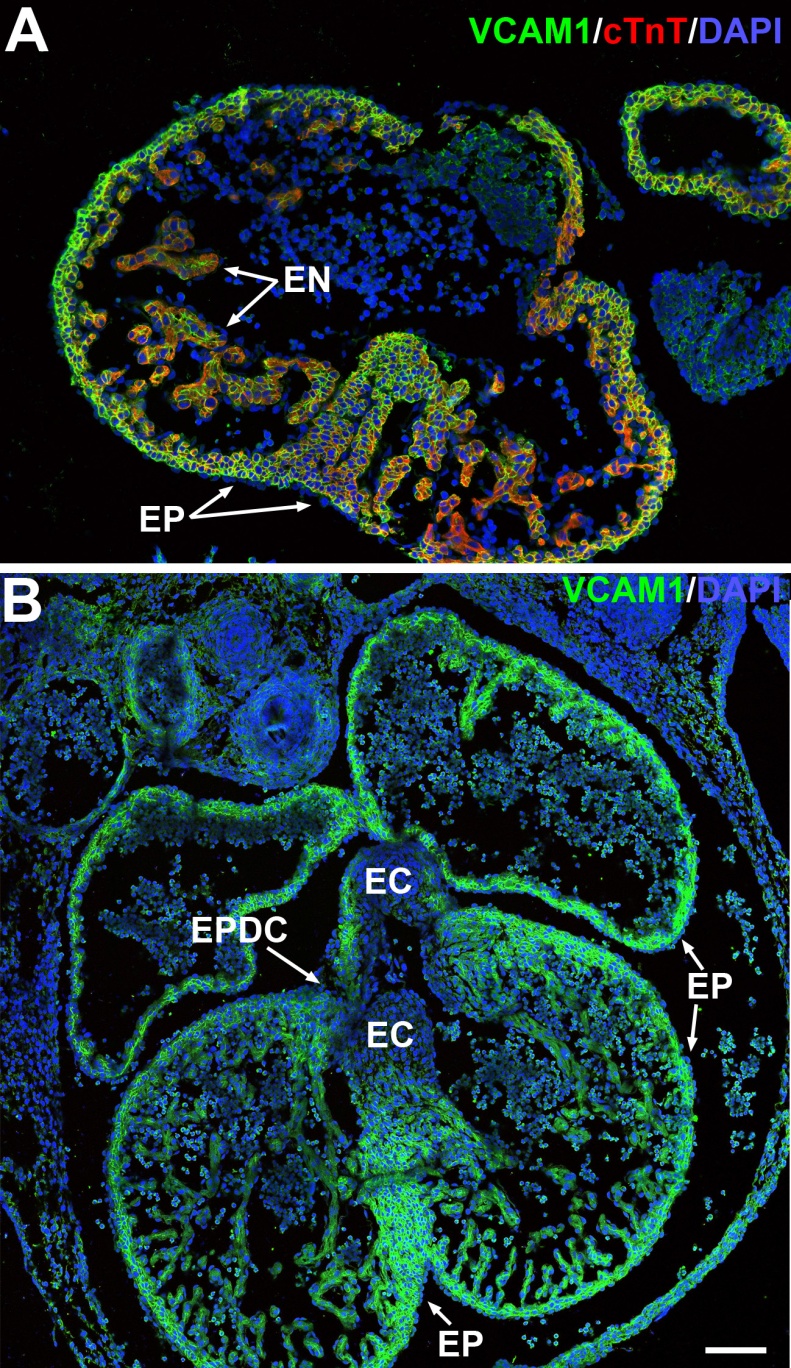

**Supplementary figure 1:** VCAM1 expression in the heart of E11.5 (A) and E12.5 (B) mouse embryos. VCAM1 is expressed mainly in cardiomyocytes by these stages. Epicardium (EP), endocardium (EN) and most of the early epicardial-derived cells (EPDC) and endocardial cushion cells (EC) are VCAM1-negative.

**
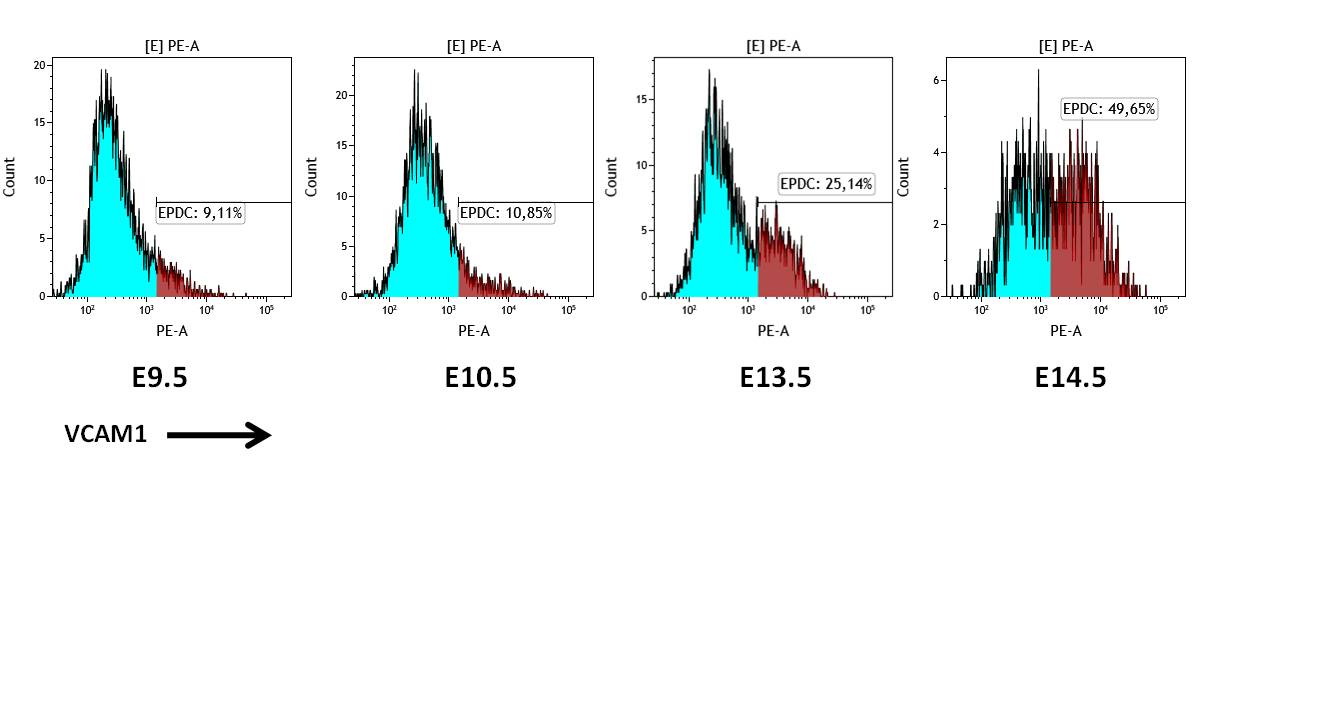
Supplementary figure 2: Expression of VCAM1 in the GFP^high^ population from WT1^GFP/+^ knockin embryos.** VCAM1 expression progressively increases in epicardial-derived cells (EPDC) as the epithelial-mesenchymal transition of the epicardium advances.

**
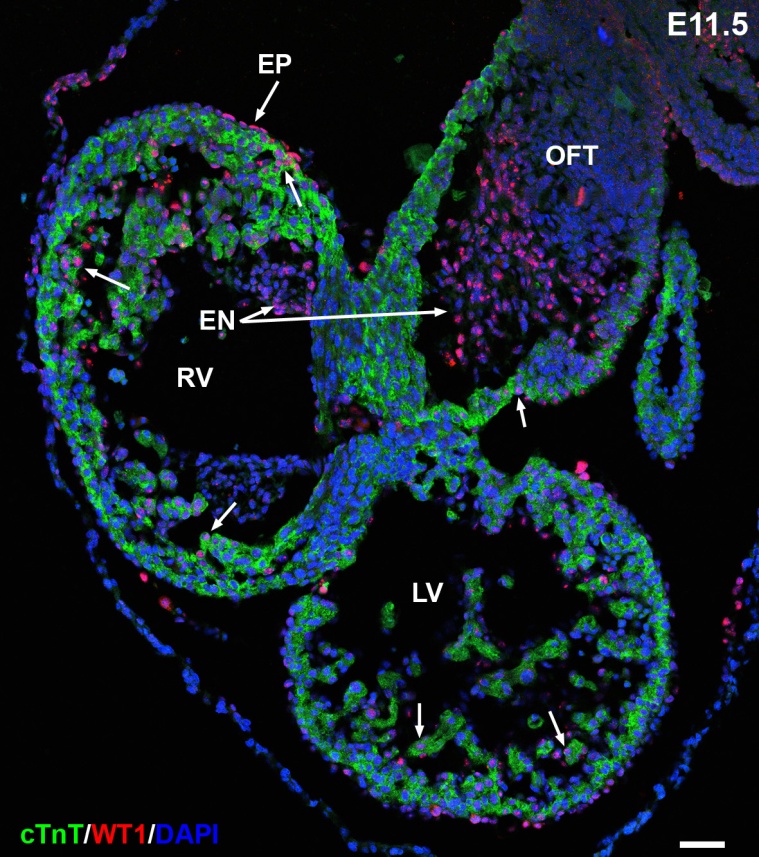
**

**Supplementary figure 3: Immunolocalization of WT1 in cTnT-expressing cardiomyocytes (E11.5).** WT1-positive nuclei (arrows) can be seen in cardiomyocytes scattered throughout right and left ventricles (RV, LV) and outflow tract (OFT). A portion of the epicardial (EP) and endocardial (EN) cells are also expressing WT1.

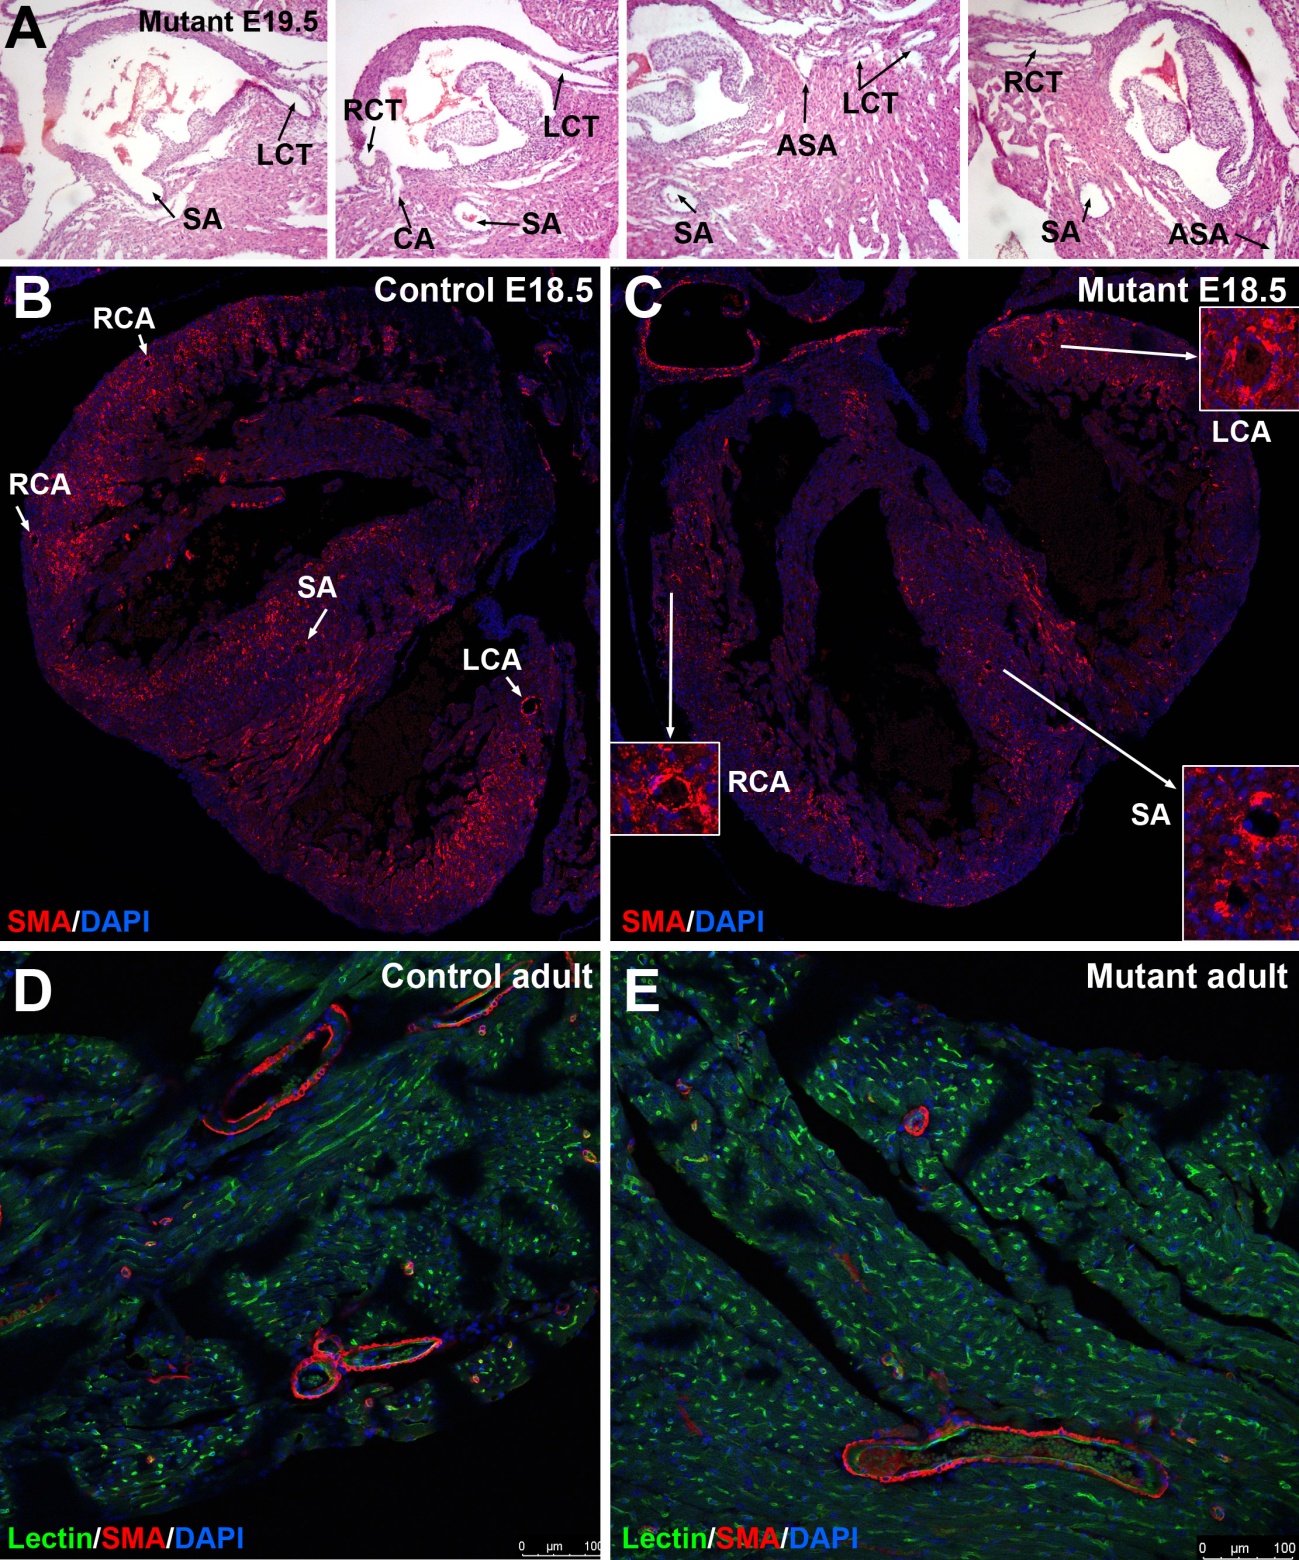

**Supplementary figure 4. Coronary vascularization in control and mutant (**Tnnt2^Cre^; WT1^fl/fl)^ **embryos:** **A**: Origin of the main coronary arteries in an E19.5 mutant embryo. Serial sections stained with H&E. The main septal artery (SA) and the conal artery (CA) arise independently from the right aortic sinus. Left and right coronary trunks (LCT, RCT) emerge from the corresponding aortic sinuses. The left coronary trunk gives rise to an accessory septal artery (ASA). This anatomical pattern is usual in mice (Fernández et al., 2008). **B-D.** Coronary vascularization is normal in E18.5 embryos (B,C) and in adult (D,E) mutant Tnnt2^Cre^; WT1^fl/fl^ mice. RCA, LCA: right and left coronary arteries.

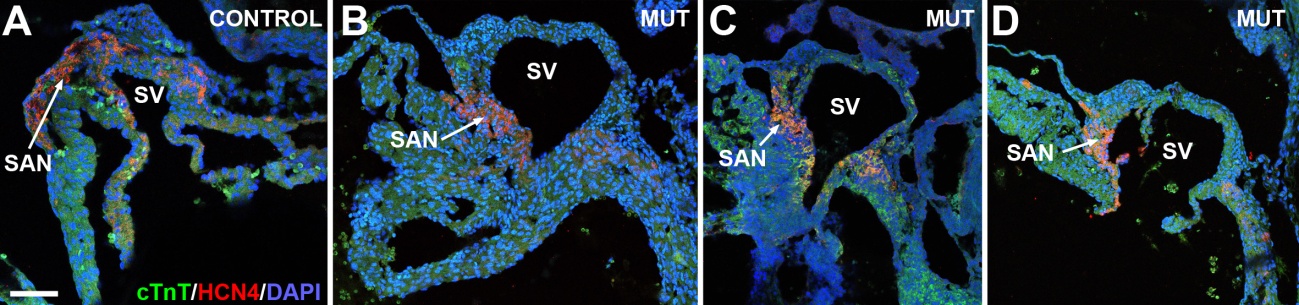

**Supplementary figure 5. HCN4 expression in the region of the sinoatrial node (SAN) from a control (A) and a mutant embryo (B-D, consecutive sections), stage E18.5**. The area expressing HCN4 is much smaller in the mutant embryo. SV: remains of the right sinus venosus incorporated to the right atrium.

**
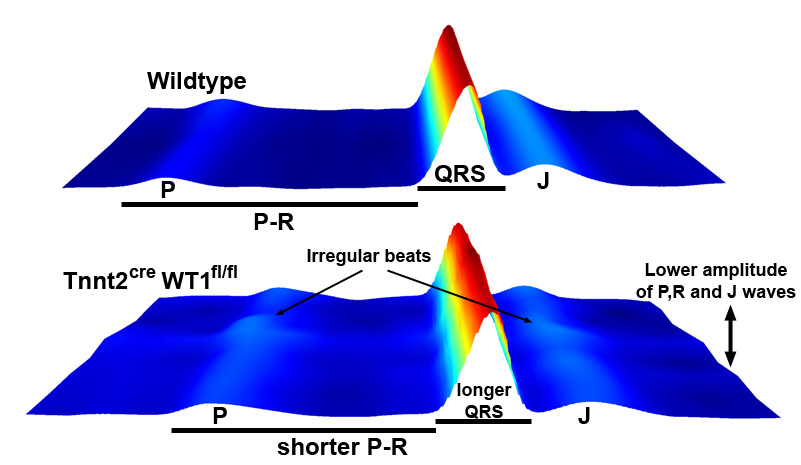
**

**Supplementary figure 6.** Waterfall plot obtained from representative ECGs of a control and a mutant adult mouse (Tnnt2^Cre^; WT1^fl/fl^ line). The main features of the mutant ECG are the shortening of the P-R interval, a longer QRS interval and lower P, R and J waves, as indicated on the figure. Note the irregular beats in the mutant plot.

**
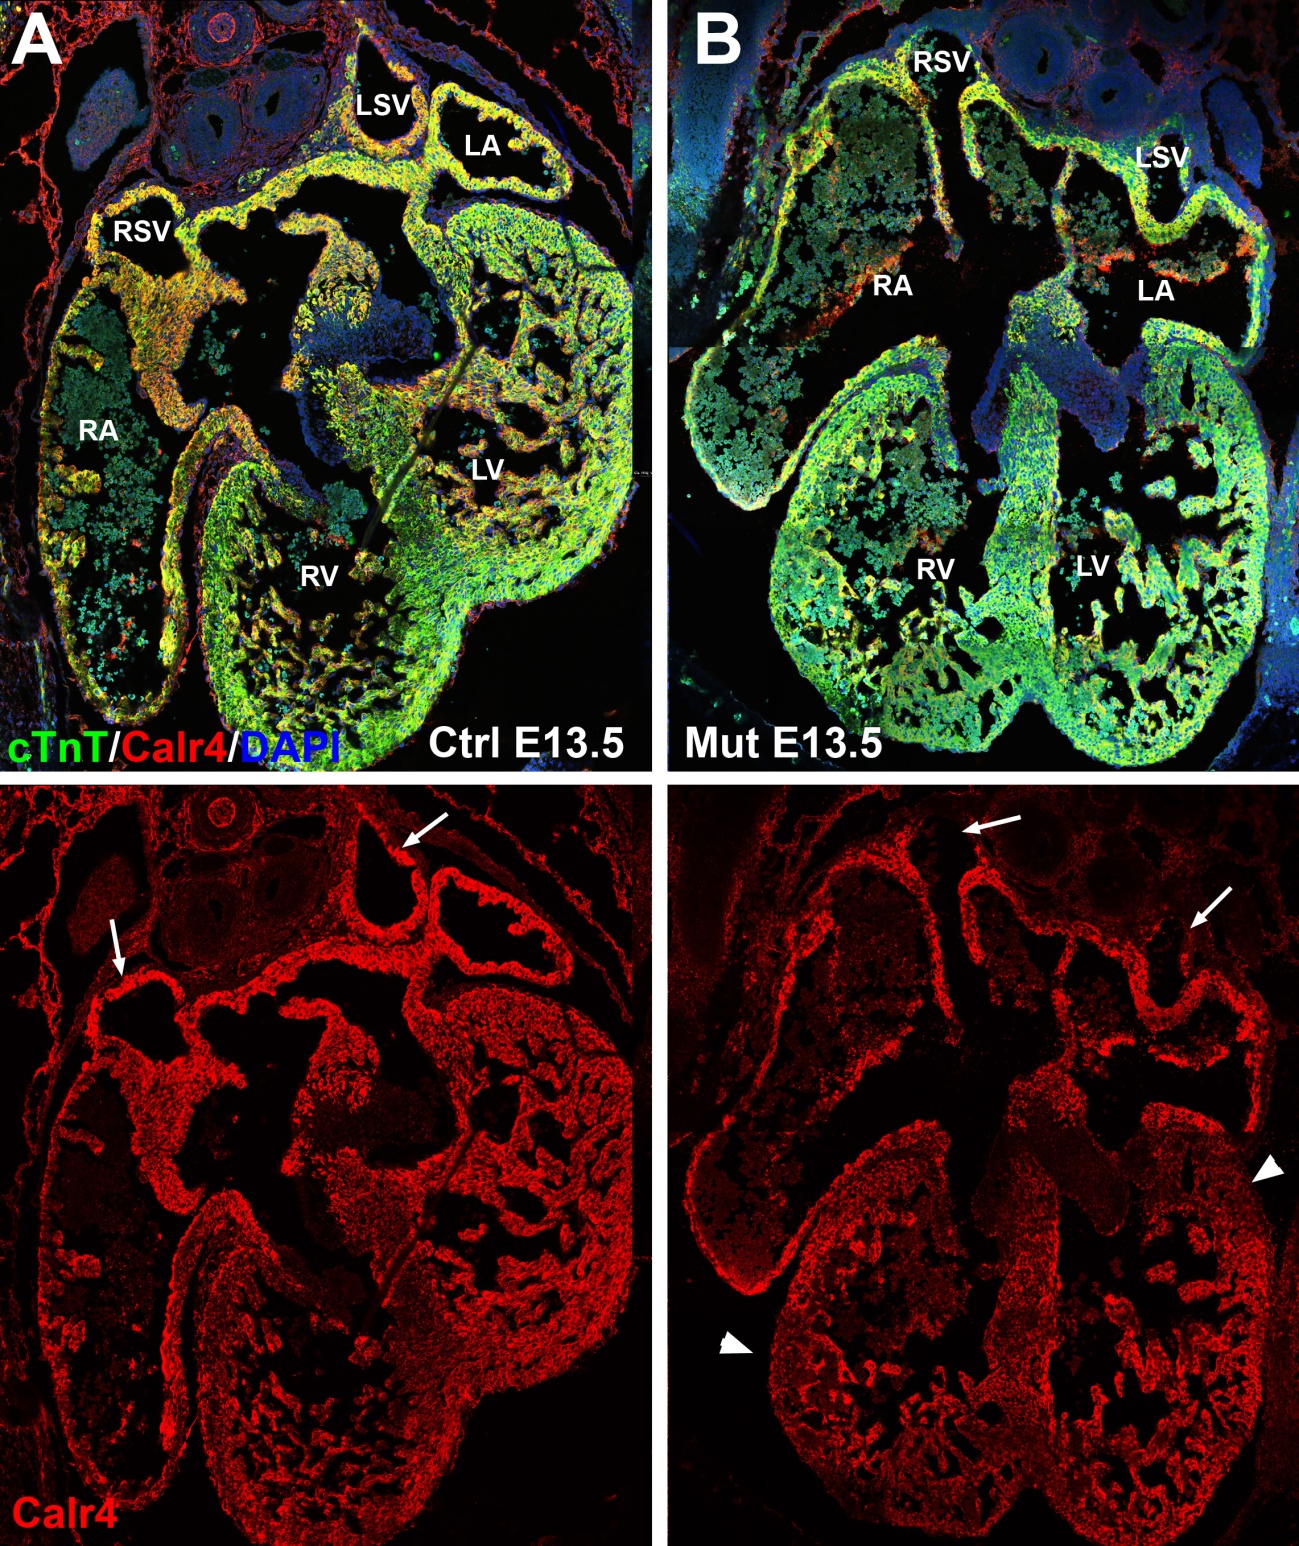
**

**Supplementary figure 7.** Calreticulin-4 expression in control (A) and mutant (B) E13.5 embryos. The Calr4 channel is shown in the bottom images. The mutant lacks of Calr4 expression in the posterior wall of the right and left sinus venosus (RSV, LSV, arrows) and it also shows patches of reduced expression in the right and left ventricles (RV, LV, arrowheads). RA and LA: right and left atrium.

**Supplementary table 1:** Antibodies

| Antibody | Supplier | Catalog | Dilution |
| --- | --- | --- | --- |
| Mouse monoclonal anti-VCAM-1 PE | Thermo Fisher | 12-1061-80 | 1/100 |
| Mouse monoclonal anti-CD31 APC | Thermo Fisher | 17-0311-82 | 1/100 |
| Rabbit monoclonal anti-WT1 | Abcam | Ab89901 | 1/200 |
| Mouse monoclonal anti-Tnnt2 | DSHB (Developmental Studies Hybridoma Bank) | CT3 | 1/20 |
| Chicken polyclonal anti-GFP | Abcam | Ab13970 | 1/200 |
| Mouse monoclonal anti-Smooth muscle actin | Sigma | A2547 | 1/100 |
| Mouse monoclonal anti-Myosin heavy chain, sarcomere | DSHB (Developmental Studies Hybridoma Bank) | MF20 | 1/25 |
| Mouse monoclonal anti-α-actinin | Sigma | A7811 | 1/200 |
| Rabbit polyclonal anti-Aldh1a2 (Raldh2) | Abcam | Ab75674 | 1/100 |
| Rabbit polyclonal anti-HCN4 | Alomone Labs | APC-052 | 1/100 |
| Mouse monoclonal anti-BrdU | DSHB (Developmental Studies Hybridoma Bank) | G3G4 | 1/100 |
| Lectin from *Bandeiraea simplicifolia* | Sigma | L5264 | 1/100 |

**Supplementary table 2:** Primers used in this study

| Gene | qPCR Primers |
| --- | --- |
| Acvr1c | Fw: CAGAATCCTAAAGTGGGAAC  Rv: CATGTCATAGTAAGGCAACTG |
| Calr4 | Fw: GGATTAAGAAAGGATGTGGAG  Rv: CTTTTCCCTCTTCTTCTTGG |
| Kcne1l | Fw: AGAAGATGATGAGAGGTCAG  Rv: TTAATTCGGTTGGATATGCG |
| Kcnab1 | Fw: ATCATTGAAGGACTGAAAGG  Rv: GAGTAGGCTTCCATGATCTC |

**Supplementary table 3: List of 137 genes differentially expressed in the RNASeq analysis at E13.5 (green: upregulated in mutant, red: downregulated in mutant).**

How the deposited data were processed for this re-analysis (not part of the article)

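RNA from whole E13.5 hearts was sequenced, 1 heart per library, from 3 mutant embryos (Tnnt2 Cre, Wt1 floxed) and 3 control embryos, which the deposited labels call wild type and the paper's methods describe as floxed embryos without Cre. According to the paper's methods, the authors trimmed the reads, aligned them with STAR to the mouse genome, and assigned the uniquely mapped reads to genes with featureCounts. The authors deposited the resulting count of each gene in each heart, without normalization. They also deposited FPKM values, which the methods do not describe. In the values, each FPKM is the count divided by one fixed length per gene and by the total count of the heart, with a largest relative deviation of 6.1e-14. Both count tables hold the same values, as do both FPKM tables, and a further table holds the mean FPKM of each group. The tables list 46983 genes, none of them without a name, and 46488 were matched to GENCODE M21 (GRCm38) for their position and type, while 495 were not. No column of per-sample values was left unmapped to a heart.

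The depth lay between 44244665 counts (wild type replicate 5) and 56373393 counts (wild type replicate 3). The share of counts taken by the 10 genes with the most counts was between 7.16% and 9.51% in each heart. Pairs of hearts had a correlation of log2 CPM across genes between 0.974 and 0.987, and no pair differed by as little as counting error would give. A gene at 3 counts or fewer in every heart of a group was treated as at the limit of detection, and its fold change is then given as a bound. Reads without molecular identifiers are not independent molecules, so such a limit covers counting error only.

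The main comparison was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the deposited counts, with TMM normalization, the filterByExpr function at its default settings (a count minimum of 10 and a total of 15), no covariates, a two-sided test and a Benjamini-Hochberg adjusted p under 0.05 as the threshold. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The other settings were DESeq2 1.42.0 with its default Wald test, voom and trend fits of limma 3.58.1 (the latter on the log2 of the deposited FPKM plus 1 or 0.1), other size factors, other filters, a robust dispersion, the level of Xist as a covariate, protein-coding genes only, an adjusted p under 0.1, and each heart left out in turn. These settings, the comparisons and the rule for the genes to be named were fixed before the data were examined. Added after the data were seen were a correction of each heart's trend with gene length and GC content (local regression with a span of 0.5), the same without wild type replicate 5, edgeR's likelihood-ratio test, and DESeq2 with each heart left out.

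The genes named are Wt1, every gene that the paper names for these data or labels in Figure 7A, and the members of the fixed gene lists that pass the threshold or, where none passes, the member with the smallest p. All other genes named were chosen after their values were seen. The 18 lists cover calcium handling, ion channels (voltage-gated and other, by symbol), potassium channels, the Notch pathway, the sarcomere, the epicardium, the sinus venosus and sinus node, atrial and ventricular myocardium, macrophages, megakaryocytes and platelets, erythroid cells, hepatocytes, endothelium and endocardium, fibroblasts, neural crest and neurons, lung and foregut epithelium, and sex-linked genes. Their members were written from general knowledge, after the paper's table of genes had been read and before the deposited values were. Lists were tested with camera (a preset correlation of 0.01) and with fry, each adjusted over the 18 lists. With that preset, camera treats the genes of a list as nearly independent, so its p is too small where they move together. For the hepatocyte list without wild type replicate 2, camera gave an unadjusted p of 2.49e-05 and fry one of 0.249. Fisher's exact tests of the listed genes among those found by DESeq2 were also run and are not given, since the lists were written with the paper's table from the same hearts known. Both list tests were repeated without the genes in that table, which was added after the data were seen. Camera gave an adjusted p under 0.05 for the ion channel, sinus venosus, atrial, ventricular, macrophage, platelet, hepatocyte and endothelial lists, and fry for the sinus venosus, ventricular, macrophage and platelet lists. Without the genes in the paper's table, fry gave none of the 18 lists an adjusted p under 0.05, and camera gave one to the ion channel, epicardial, ventricular, macrophage, platelet, hepatocyte and endothelial lists.

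The main fits and list tests were also run on simulated data. The counts were drawn from a negative binomial distribution with the means, dispersions and library sizes of the 6 hearts, and 200 genes were changed by known folds. Each gene was drawn independently, with no trend shared across a heart, and the changed genes were taken from those with higher counts. Of these, limma-voom recovered 165 (82.5%) and the limma-trend fit on log2(FPKM + 1) 154 (77%). The likelihood-ratio test recovered 175 (87.5%), with 50 false calls (22.2% of its calls), and the fit with the length and GC correction recovered 164 (82%). Gene Ontology terms were not used here, and the qPCR, electrocardiogram and imaging results of the paper are of other samples and were not analysed here.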

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

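The comparisons with erythroid, hepatocyte and endothelial genes and the tests without the genes in the paper's table were chosen only after the results below were seen. The lists were fixed beforehand, and all 3 lists below are of genes that the paper does not discuss as a group. Apart from Vsig4, Plek and Alb, the single genes named were chosen after their values were seen. Of the lists outside the topics that the paper takes up (calcium, channels, Notch, sarcomere, epicardium and sinus venosus), those with an adjusted p under 0.05 from fry over the 18 lists are reported here. Without the genes in the paper's table, which was known when the lists were written, none of them kept such a p. Fry still left each an unadjusted p under 0.05. The evidence for the macrophage and platelet lists is therefore weaker than their adjusted p. The ventricular list holds no gene of that table, and its unadjusted p from fry was 0.00557 in both runs. Only its adjustment over the other lists changed. The sinus venosus list, with an adjusted p of 0.0251 from fry, is described with the other observations.

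Macrophage genes were higher in the mutant hearts. The median log2 fold change was 0.62 over 19 tested genes, with 18 of them higher (fry, two-sided, adjusted p 0.0242), and it stayed 0.62 with Vsig4 set to its bound. It lay between 0.48 (without wild type replicate 2) and 0.84 (without wild type replicate 5). The mean log2 CPM of the list was 2.23, 2.43 and 2.54 in wild type replicates 2, 3 and 5 and 3.22, 3.25 and 3.25 in mutant replicates 1, 5 and 10. Of the 20 listed genes, 18 had more than 3 counts in every wild type heart and 6 stand in the paper's Supplementary Table 3. In edgeR's quasi-likelihood test 0 passed over all genes, 14 had an unadjusted p under 0.05, and 10 passed when adjusted over the list alone. Without the members in that table the median was 0.50 over 13 genes, 12 of them higher (adjusted p 0.140 with fry and 1.14e-07 with camera). Camera's preset correlation makes its p too small if genes of the same cell type move together, so that value is not strong support. Leaving out genes because they had passed a test also biases a list toward 0. Lyz2, the most abundant member, had a log2 fold change of 0.56, and C1qa, the first component of complement, one of 0.98. More blood kept in the mutant hearts is argued against by the erythroid genes, whose median was −0.11 with quartiles of −0.32 and 0.09, while the lower quartile of the macrophage genes was 0.44. This rests on single hearts, as the erythroid median turned to 0.36 without wild type replicate 5. Liver tissue carried along is argued against by the hepatocyte genes, of which 0 were higher in the mutant and 5 had an unadjusted p under 0.05, all lower, though wild type replicate 3 alone makes that difference (median −0.02 without it). Alb, an abundant liver transcript, was at 0.885, 0.0382 and 0.179 CPM in mutant replicates 1, 5 and 10. A lower share of cardiomyocytes would raise the genes of other cell types alike, and is argued against as the whole cause by the endothelial genes, with a median of 0.26 (0.15 to 0.38 with each heart left out) and an upper quartile of 0.32. The gap was narrowest without wild type replicate 2, at 0.38 against 0.48 for the macrophage genes. The lower quartile of the macrophage genes without those in the paper's table was 0.37. The fibroblast genes, with an upper quartile of 0.50, reach into the macrophage range and do not tell these apart. With the trends with gene length and GC content removed, the median was 0.62. Of the 10 splits of the 6 hearts into groups of 3, 1 gave a median as far from 0, the real one, and 10 splits cannot give a share under 0.1, so a chance arrangement of the hearts stays open. A candidate explanation is that the mutant hearts hold more macrophages, or macrophages in another state, and neither was tested here.

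Genes of megakaryocytes and platelets were also higher in the mutant hearts. The median log2 fold change was 0.84 over 12 genes, all 12 higher (fry, two-sided, adjusted p 0.0251), and between 0.72 and 0.96 with each heart left out. In edgeR's quasi-likelihood test 0 passed over all genes, 9 had an unadjusted p under 0.05 and 8 passed when adjusted over the list alone, and 4 stand in the paper's Supplementary Table 3. Without these 4 the median was 0.61 over 8 genes, all 8 higher (adjusted p 0.108 with fry and 3.60e-06 with camera). The limit of camera given for the macrophage genes holds here too. Thbs1, the most abundant member, had a log2 fold change of 0.63, and Plek went from 8.75 ± 1.21 to 17.3 ± 2.48 CPM (SD, n = 3 per group). All 12 genes had more than 3 counts in every wild type heart. Whole blood kept in the mutant hearts would raise erythroid genes as well, and their median of −0.11 lay below the lower quartile of this list, 0.57, though it rose to 0.36 without wild type replicate 5. Removing the trends with gene length and GC content left a median of 0.90. As for the macrophage genes, 1 of the 10 splits gave a median as far from 0. More platelets or megakaryocytes in the mutant hearts may account for it, and so may clotting at collection, and the counts hold no test of either.

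Ventricular myocardium genes were higher in the mutant hearts by less, with a median log2 fold change of 0.26 over 10 genes, 9 of them higher (fry, two-sided, adjusted p 0.0251). It lay between 0.22 and 0.28 with each heart left out. In edgeR's quasi-likelihood test 0 passed over all genes, 0 when adjusted over the list alone, and 4 had an unadjusted p under 0.05, and DESeq2 found 0. None stands in the paper's Supplementary Table 3, and once the other lists lost their genes in that table, the adjusted p of this list from fry was 0.100. Of its genes, 5 belong to another list, and all 10 had more than 3 counts in every wild type heart. Myl2, the most abundant member, had a log2 fold change of 0.21 and groups that overlapped. The median was 0.31 with the trends with gene length and GC content removed, so those trends do not account for it. Of the 10 splits, 1 gave a median as far from 0. A larger share of ventricular tissue in the mutant samples may account for it, from dissection or from the atrial defects that the paper describes, and the design does not separate these.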

How the results depend on the processing

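Of the settings below, the correction for gene length and GC content, edgeR's likelihood-ratio test and the DESeq2 fits with a heart left out were chosen only after the data were seen. No paired analysis was possible because the groups share only replicate number 5.

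The number of differentially expressed genes was 0 in edgeR's quasi-likelihood test (1002 at an unadjusted p under 0.05). It was 132 with DESeq2 (77 higher, 55 lower), 34 without a filter on low counts (20 higher, 14 lower), 6 at an adjusted p under 0.1, 5 with the length and GC correction (2 higher, 3 lower) and 129 with the likelihood-ratio test (74 higher, 55 lower), of which DESeq2 found 107. Across the fits that each left out one heart it ranged from 0 to 44, with 0 to 24 genes higher and 0 to 20 lower, and only the fit without wild type replicate 5 gave a number above 0. With that heart left out and the length and GC correction, it was 37 (21 higher, 16 lower). The number stayed 0 with limma-voom, RLE or upper-quartile factors, the robust dispersion, a minimum of 10 counts in every heart, limma-trend on the FPKM values, the Xist covariate and protein-coding genes only. On simulated counts with 200 changed genes and no trend shared across a heart, DESeq2 and the likelihood-ratio test made 46 and 50 false calls. The quasi-likelihood test made 12. Why the settings differ was not tested. The DESeq2 number ranged from 71 to 447 with each heart left out. It was 95 without wild type replicate 2 (54 higher, 41 lower), 107 without wild type replicate 3 (55 and 52), 447 without wild type replicate 5 (258 genes higher in the mutant and 189 genes lower in the mutant, with 117 of the 447 among the 132), 143 without mutant replicate 1 (82 and 61), 71 without mutant replicate 5 (35 and 36) and 71 without mutant replicate 10 (31 and 40).

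The log2 fold change of Wt1 was −0.10 and reversed without wild type replicate 2 (0.13) and without mutant replicate 1 (0.16), in a range of −0.33 to 0.16. Calr4 passed the threshold with DESeq2 (−2.87) and the likelihood-ratio test (−2.83), Acvr1c with the same tests (−1.42 and −1.42), and Kcnab1 with the same tests (1.22 and 1.22). Kcne1l passed it with DESeq2 (−1.90), without a filter (−1.89), with the length and GC correction (−1.87), with the likelihood-ratio test (−1.90) and without wild type replicate 5, where its log2 fold change was −2.08 (−2.08 to −1.70 with each heart left out). Aldh1a2 and Igf2 kept their direction and passed the threshold in none of the settings run. Of the 34 other genes named by the rule set beforehand and tested, Cdh2 and Hcn4 reversed without wild type replicate 5 (−0.035 and −0.034, in ranges to 0.259 and 0.177 without wild type replicate 2) and Uty with the Xist covariate (0.047). Calr, Myl4 and Afp, chosen after their values were seen, changed sign with a heart left out (−0.08 to 0.18, −0.08 to 0.12 and −9.27 to 0.41). The cause was not tested. Among the other values of the 34 genes, 591 kept their direction and their side of the threshold, 78 values of 22 genes passed the threshold where the quasi-likelihood test did not, and none fell below it.

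The calcium-handling list held 0 genes past the threshold with edgeR's quasi-likelihood test (12 at an unadjusted p under 0.05), 5 with DESeq2 and 4 with the likelihood-ratio test. The wider channel list (voltage-gated and other) held 5 with DESeq2, 6 with the likelihood-ratio test, 1 with the length and GC correction and 0 to 3 with each heart left out (3 without wild type replicate 5), and camera gave it an adjusted p under 0.05 over the lists at a median of −0.12. For the potassium channel list these were 4, 5, 1 and 0 to 2 (2 without wild type replicate 5), and fry gave it an unadjusted p under 0.05, though not an adjusted one, at a median of −0.089. The epicardial list held 3 with DESeq2, 2 without a filter, 2 with the likelihood-ratio test and 0 to 2 with each heart left out (2 without wild type replicate 5). The Notch and sarcomere lists held 0 genes past the threshold in every setting run (2 and 1 at an unadjusted p under 0.05). No scaling of the counts moved the median log2 fold change of all genes by more than 0.03. Calr4 had between 2 and 6 counts per mutant heart, and Gjd2, Pou3f2 and Vsig4 few in wild type hearts. The size of the changes of these genes is limited by depth.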

Differences from the paper's values

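The likelihood-ratio test and the DESeq2 fits with one heart left out were chosen only after the values were seen. The paper's number of differentially expressed genes is 137, and edgeR's quasi-likelihood test gave 0 (1002 genes at an unadjusted p under 0.05). The paper's number of upregulated genes is 80, against 0, and its number of downregulated genes is 57, against 0. Of the alternatives set before the data were examined, DESeq2 gave 132, 77 and 55, each within 1.5 times of the paper's value, and the paper's methods name DESeq2. None of the others came as close. The fit without a filter on low counts gave 34, 20 and 14, the fit without wild type replicate 5 gave 44, 24 and 20, an adjusted p under 0.1 gave 6 genes, and every other alternative set before the data were examined gave 0. Among the settings chosen after seeing the values, edgeR's likelihood-ratio test gave 129, 74 and 55. DESeq2 without wild type replicate 2 gave 95, 54 and 41, without wild type replicate 3 it gave 107, 55 and 52, and without mutant replicate 1 it gave 143, 82 and 61. DESeq2 was farther from the paper's numbers without wild type replicate 5 (447 genes), without mutant replicate 5 (71) and without mutant replicate 10 (71).

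The paper states that Calr4, Kcne1l and Acvr1c are repressed and Kcnab1 is induced in the mutant. Besides the sequencing, it reports qPCR of all 4 genes and, for Calr4, staining of the protein, which were not analysed here. Each gene had that direction in the counts. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment their adjusted p were 0.363, 0.0991, 0.300 and 0.413, which is above the threshold. DESeq2 and the likelihood-ratio test placed all 4 past it, and for Kcne1l the fit without a filter, the fit without wild type replicate 5 and the length and GC correction (added after the data were seen) did so as well. In edgeR's quasi-likelihood test with all hearts, the log2 fold changes of these genes lay within the larger standard error of the paper's values. So did those of the Figure 7A genes that were tested, with the signs of Supplementary Table 3 reversed throughout. Under other settings some did not, such as Acvr1c at −1.67 without wild type replicate 3 and Pou3f2 at 5.76 without wild type replicate 2.

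The paper's Supplementary Table 3 and Figure 7A list Tnxa as lower in the mutant, while its count in the deposited table was 0 in all 6 hearts, under every setting. The paper describes calreticulin-4 as strongly expressed in the developing myocardium. In these whole hearts its transcript stood at 0.569 CPM in wild type, and that of Calr at 785 CPM.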

Other observations

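All single genes named below other than Shox2, Hcn4, Prrg4, Stim1, Cdh2, Alb, Myl7, Prph and Wt1 were chosen after their values were seen. The tests of the windows and regions around Wt1, the comparison of Wt1 with other epicardial genes, the comparisons of atrial and sinus genes with one another, the check of hepatocyte genes by heart, the list tests without the genes in the paper's table and the counts of splits for the numbers of differentially expressed genes were chosen only after the results were seen.

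The 6 hearts can be split into groups of 3 in 10 ways, the real one included, so no share under 0.1 can be had. In edgeR's quasi-likelihood test the real split gave 0 differentially expressed genes (1002 at an unadjusted p under 0.05), so that all 10 splits had to give as many, in total (10 of 10), higher (10 of 10) and lower (10 of 10), and this decides nothing. Other splits gave 6 genes and 1 gene, and the remaining ones 0. At an unadjusted p under 0.05, 2 of the 10 splits gave as many genes, the other one 1968. That split groups wild type replicates 2 and 3 with mutant replicate 5, the 3 hearts whose expression rises with gene length. With DESeq2, 1 of the 10 splits gave as many genes, the real one with 132, and the next highest gave 46. At an unadjusted p under 0.001 the real split gave 59 genes and the next highest 19. Among the genes found by DESeq2, 1 of the 10 splits gave as many calcium-handling genes, 1 as many genes of the wider (voltage-gated and other) channel list and 1 as many potassium channel genes. For the Notch, sarcomere and epicardial genes past the threshold of edgeR's quasi-likelihood test, the real split gave 0 (2, 1 and 8 at an unadjusted p under 0.05), so that all 10 splits had to give as many, which again decides nothing.

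Wild type replicate 5 had the lowest total, and leaving it out raised the number of genes found by edgeR's quasi-likelihood test from 0 to 44. Its trend with gene length may be a cause, but with the length and GC trends of all hearts removed the number was 5 with it and 37 without it. Its lower depth was tested by thinning all hearts to its total of 44244665 counts, and the number was then 0 with it and 47 without it. Both tests argue against these as the whole cause, and what else sets that heart apart stays open.

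Genes near Wt1 differed between the groups while Wt1 itself did not. The window within 1.5 Mb of it, a distance chosen after the genes were seen, held 28 tested genes, with Wt1 itself counted among them. Of these, 5 (17.9%) had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, against 5.73% of all genes. Prrg4 (2.09) and Them7 (1.33) were higher in the mutant on the log2 scale, Cd59a (−0.91) and Cd59b (−1.23) were lower, and Tcp11l1 was higher by 0.27. Of the 10 splits, 2 gave as many of these genes. DESeq2 found 3 genes in this window, and 0.510% of the windows of that width around genes it did not find held as many. Around all genes the share of windows was 0.768%, 2.03%, 0.542% and 0.863% at 0.5, 1, 1.5 and 2 Mb, each with as many as near Wt1 at that distance (2, 2, 3 and 3 genes). At each of these distances this argues against an even scatter of its genes, with the distances chosen after the genes were seen. From 1.5 to 5 Mb, 1 of 26 genes had an unadjusted p under 0.05. A strain haplotype carried over several Mb would be expected to reach there, but one with few regulatory variants would not. The paper's methods give the controls as floxed, so both groups would share a haplotype linked to the floxed allele. Such a haplotype is then not expected to separate the groups. The deposited labels call the controls wild type. In that case a shorter linked haplotype and a local effect of the recombined allele cannot be told apart from these counts, which hold no sequence variants.

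Atrial myocardium genes were lower in the mutant, with a median log2 fold change of −0.36 over 12 genes, 9 of them lower, and −0.14 without wild type replicate 2. Camera gave an adjusted p of 0.0139 over the lists (not under 0.05 even unadjusted without wild type replicate 2) and fry one of 0.223 (under 0.05 unadjusted only without wild type replicate 3), and 2 of the genes stand in the paper's Supplementary Table 3 while 5 belong to another list. The median was −0.34 with the trends with gene length and GC content removed, so those trends do not account for it, and 1 of the 10 splits gave a median as far from 0. Without the 2 members in the paper's table, which was tried after the data were seen, it was −0.32 (adjusted p 0.255 with camera and 0.669 with fry). Less atrial tissue in the mutant samples may account for it, and the paper describes atrial defects, but Myl4, the most abundant listed gene, had a log2 fold change of 0.023 (−0.08 to 0.12 with each heart left out) and Myl7 one of −0.48, and Myl4 need not be confined to the atria at this stage, so this stays open. Sinus venosus and sinus node genes had a median of −0.26 over 10 genes, 8 of them lower (fry, two-sided, adjusted p 0.0251), in a range of −0.43 (without wild type replicate 2) to −0.15 (without wild type replicate 3), and 2 of the 10 splits gave a median as far from 0. Without its own 2 members in that table it was −0.13 (adjusted p 0.0989 with camera and 0.399 with fry). Shox2 (−1.02) and Vsnl1 (−0.99), which stand in the paper's Supplementary Table 3, were lower, as were Tbx3 (−0.53) and Isl1 (−0.66). In edgeR's quasi-likelihood test these 4 passed when adjusted over the list alone, and 0 passed over all genes. Hcn4 was at 0.080, or −0.034 without wild type replicate 5. Less sinus venosus tissue would lower the listed genes alike, unless Hcn4 is made elsewhere in the heart at this stage, which the counts do not show. By staining at a later stage, the paper reports HCN4 protein of mutants mostly in the right atrial wall. An unchanged total of Hcn4 RNA thus need not speak against a loss of sinus venosus tissue. A loss of tissue and a change of expression therefore cannot be told apart for this list.

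Hepatocyte genes stood out in wild type replicate 3. Of the 10 listed genes with a count in any heart, 9 were highest in that heart and Trf in wild type replicate 2. In wild type replicate 3 Alb was at 303 CPM and Afp at 359 CPM, against 6.57 and 14.9 CPM at most in the other hearts. Liver tissue carried along with that heart may account for it, but these genes are the pattern itself and do not test this, so it stays open. The list had a median log2 fold change of −3.78 over 8 genes, all lower in the mutant (camera, adjusted 0.0293; fry, adjusted 0.628), and −0.02 without wild type replicate 3.

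Wt1 relative to the mean log2 CPM of 18 other epicardial genes was 0.22 ± 0.06 (SD, n = 3) in wild type and −0.09 ± 0.30 (SD, n = 3) in mutant hearts, a difference of −0.31. The groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest possible). More epicardial cells with less Wt1 in each may give such a value, but mutant replicate 1 (−0.43) makes most of the difference, the others being at 0.10 and 0.07, and a change in the other epicardial genes gives it as well, so these cannot be told apart.

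The remaining lists gave no adjusted p under 0.05 with fry. Their median log2 fold changes were −0.11 for 11 erythroid genes, 0.26 for 10 genes of endothelium and endocardium (camera, adjusted 0.00392; fry, adjusted 0.349), 0.13 for 10 fibroblast genes, −0.27 for 10 genes of neural crest and neurons, −0.01 for 6 genes of lung and foregut epithelium, and −0.83 for 5 sex-linked genes. In the list of neural crest and neurons, Prph (1.45) and Ngfr (−1.27), which stand in the paper's Supplementary Table 3 and go opposite ways, passed when adjusted over the list alone and were found by DESeq2. DESeq2 also found 2 genes each of the sinus venosus and atrial lists, all in that table. Camera gave an unadjusted p under 0.05 to the fibroblast list without mutant replicate 10 or wild type replicate 2, to the erythroid and lung lists without mutant replicate 10, and to the sex-linked list without wild type replicate 2, and fry gave none of these one. The erythroid median turned to 0.36 without wild type replicate 5 and to −0.70 without mutant replicate 10, and the neural median to 0.01 without wild type replicate 5 and to −0.47 without wild type replicate 2. The fibroblast median was 0.02 without mutant replicate 5, 0.05 without wild type replicate 5 and 0.23 without mutant replicate 10, and the endothelial median 0.15 without wild type replicate 5 and 0.17 without mutant replicate 5. The lung and foregut median lay between −1.73 and 1.62 with each heart left out, and single hearts decide the sex-linked median. Xist had 19717, 12 and 1 counts in wild type replicates 2, 3 and 5 and 4, 20494 and 15043 counts in mutant replicates 1, 5 and 10, and Ddx3y, on the Y chromosome, had 0, 4272 and 3345 and then 4393, 0 and 0 counts.

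The paper discusses Stim1, N-cadherin and Hcn4 from other work or from staining. Stim1 had 17.6 ± 1.53 CPM in wild type and 16.9 ± 1.25 CPM in mutant hearts (SD, n = 3 per group), a log2 fold change of −0.06 (standard error 0.12). For Cdh2, which encodes N-cadherin, the log2 fold change was 0.14 (standard error 0.17), or −0.04 without wild type replicate 5. Hcn4 stood at 31.3 ± 4.69 and 33.1 ± 2.03 CPM. For these genes the groups overlapped, and the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.985 for each.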
